# Syrah: a pipeline to maximize spatial transcriptomics data output

**DOI:** 10.1093/g3journal/jkag107

**Published:** 2026-05-04

**Authors:** Carolyn Brewster, Frederick G Mann, Blair Benham-Pyle, Alejandro Sánchez Alvarado

**Keywords:** spatial transcriptomics, Slide-seqV2, Curio Seeker, bioinformatics resources

## Abstract

Spatial analysis of gene expression patterns has been a key technique for revealing the potential functions of genes. Traditionally, these analyses, conducted using *in situ* hybridizations and other labor-intensive protocols, were constrained to examining only a few candidate genes per sample. However, the advent of spatial transcriptomic techniques like Slide-seqV2 has transformed this field, enabling massively parallel exploration of gene expression patterns within their tissue contexts by pairing spatial locations with RNA sequencing. Despite its potential, Slide-seqV2 datasets often produce fewer usable reads than expected. We have identified that a significant source of errors in the technology stems from the chemical synthesis of barcodes used in Slide-seqV2. These errors are systematic, and in many cases, they can be bioinformatically identified and corrected. We have developed “Syrah,” an analysis pipeline that identifies and corrects barcode errors in Slide-SeqV2 and Curio seeker datasets. Syrah can dramatically enhance read numbers in Slide-seqV2 datasets, recovering up to 35% more reads, reassigning erroneous barcode matches, and removing improperly formed reads. Unlike other dataset improvement methods that rely on data-driven imputation, Syrah uses a biochemical model and the barcode sequence data and does not require additional datasets or intricate calculations. This innovative technique promises to transform the utility of Slide-seqV2 and Curio Seeker datasets by identifying usable reads that were discarded during previous analysis that required exact matching of barcode sequences.

## Introduction

Understanding spatial patterns of gene expression in tissues is essential to understanding gene function. Whole-mount *in situ* hybridization has allowed us to visualize gene expression at the single-cell level in tissues *in vivo* (Pardue and Gall 1969; Tautz and Pfeifle 1989). However, this technique is limited to the characterization of a small number of target genes. Increasing the number of genes that can be evaluated for expression is what drives the development of spatial transcriptomics. Spatial transcriptomics is a family of technologies that provides novel biological insights about tissue composition and cell type interactions by localizing gene expression data to physical coordinates (Tian et al. 2023; You et al. 2024). Slide-seqV2 and Curio Seeker are spatial transcriptomic methods that use barcoded oligonucleotide-covered beads arranged in a monolayer on a glass slide to capture mRNAs from their immediate vicinity (Rodriques et al. 2019; Stickels et al. 2021).

Slide-seqV2 and Curio Seeker generate spatially informed RNA-seq data by capturing mRNA with barcoded oligo dT beads very similar to the ones widely used for single-cell RNA-seq (Fig. 1a) (Macosko et al. 2015). This enables spatial analysis by relating each barcode to its *x*,*y* coordinates. The 10 μm diameter capture beads are arranged densely on a glass slide in a structure called a puck. The locations of each of the barcodes on the puck can be determined by performing SOLiD-like sequencing and microscopy (McKernan et al. 2009; Rodriques et al. 2019). Then, a tissue section is laid onto the puck, where beads capture mRNA and incorporate the spatial barcode when the mRNA is transcribed to cDNA (Fig. 1a, bottom). These data are extremely powerful and can identify gene expression patterns at near-cellular levels of detail, revealing biology that was previously inaccessible.

**Fig. 1.**
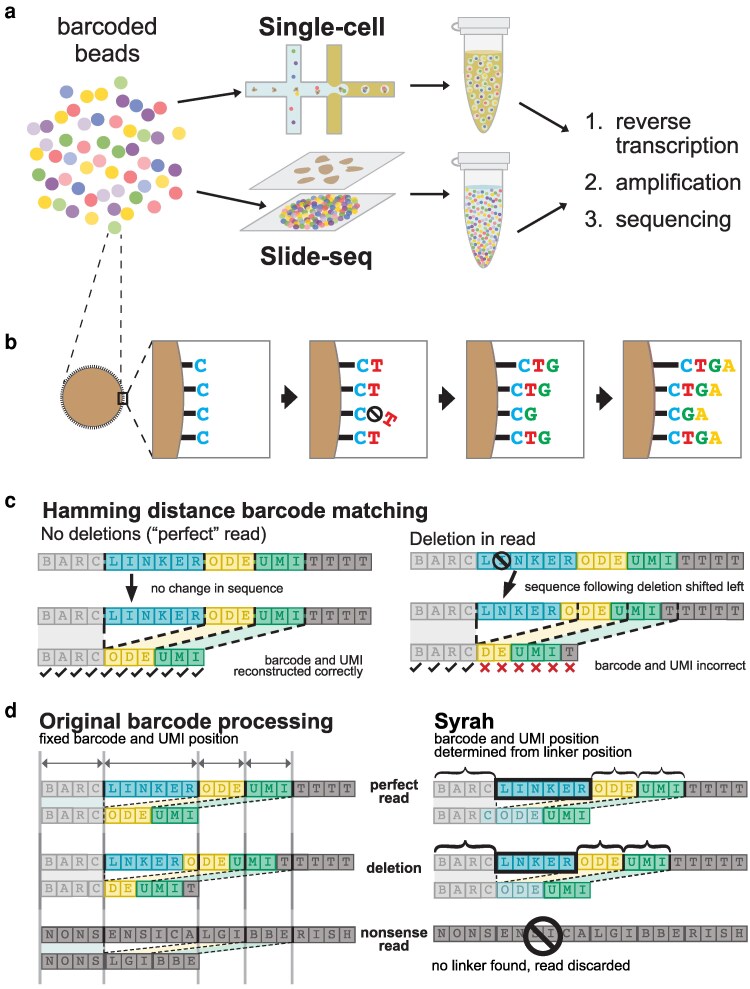
Errors occurring in bead-based transcriptomic data. a) Schematic of single-cell (top) and Slide-seqV2 (bottom) bead-based mRNA capture. b) Diagram of how incorporation failures during synthesis lead to sequence frameshifts. c) Illustration of how Hamming distance fails to correct for frameshifts. d) Diagram of how standard processing extracts barcodes from static positions (left), while Syrah uses the linker sequence to determine barcode location (right).

Popular single-cell technologies, such as Drop-seq, use mRNA capture beads where the oligonucleotide on the bead is synthesized via repeated phosphoramidite reactions that add a single nucleotide at a time (Fig. 1b) (Beaucage and Caruthers 1981; McBride and Caruthers 1983; Macosko et al. 2015). This synthesis strategy allows for combinatorial barcoding but also results in synthesis errors that cause frameshifts in the nucleotide sequence (Ellington and Pollard 2001 ; Zhou et al. 2004). This chemical reaction can only be driven to ∼99% efficiency. Slide-seqV2 and Curio-seeker use oligonucleotides produced in the same manner and subject to the same synthesis errors (Supplementary Fig. 1) (Fincher et al. 2018).

Once the barcoded beads are adhered to the “puck,” nondestructive SOLiD-like sequencing is used to produce a whitelist of bead barcodes and algorithmically assigns spatial coordinates to each bead it has detected. Ambiguities can occur during the microscopy-based sequencing that lead to virtually “duplicated” beads that share barcodes one substitution apart and spatial coordinates closer together than physically possible (less than 1 bead diameter, 10 µm).

Frameshifts during synthesis result in incorrect extraction of barcodes, even in cases where the “deleted” base was part of the linker sequence instead of the barcode itself. There are 3 downstream consequences of these barcode extraction errors. First, incorrect extraction of barcode sequences prevents a barcode match, leading to the loss of individual reads. Second, the resulting loss of read depth can cause the beads to fall below minimum UMI cutoffs, and entire beads can be excluded from the final data and appear as blank spots. Third, a barcode can be frameshifted to erroneously match a different barcode, causing a read to be incorrectly mapped onto an unrelated spatial location.

Additionally, standard processing pipelines use barcode matching algorithms that correct for substitutions, making them unsuitable to deal with sequence deletions. Syrah implements a barcode matching algorithm that flexibly handles deletions and/or substitutions to improve the rate and fidelity of barcode matching.

Here, we present Syrah, a computational tool that improves the quality and fidelity of Slide-seqV2 datasets by correcting for barcode error. Syrah is deployed as an R package for preprocessing error correction of bead-based spatial transcriptomics data using only the barcode map and the FASTQ file containing the barcode/UMI reads. The gains produced by Syrah can be extensive, increasing the total number of reads in some datasets by approximately 35%. The gains achieved through Syrah are distinct from, and complementary to, those obtained by deeper sequencing of Slide-seqV2 libraries, underscoring 2 crucial points: first, that Syrah can recover read data that would otherwise be discarded and excluded from downstream analysis, and second, that Syrah offers further improvement to datasets that have already undergone enhancement through other methodologies.

## Materials and methods

Slide-seqV2 facilitates the generation of unbiased spatial transcriptomic data via bead-based capture oligonucleotides. Each bead is designed to have a unique barcode synthesized in 2 parts with an invariant linker sequence between these 2 regions. Synthesis failures anywhere in this oligonucleotide will shift the position of the barcode within the read (Fig. 1c). This linker region allows the 2 parts of the barcode to be identified unambiguously, even if an oligonucleotide has suffered 1 or more failed incorporations during its synthesis (Fig. 1d). Existing approaches for handling imperfect barcode matches are not suitable for handling the frameshift errors caused by failed incorporations. Additionally, current methods use Hamming distance, which counts the number of positions at which 2 sequences differ (i.e. nucleotide substitutions) (Hamming 1950). Consequently, every position downstream of a single error can differ between the intended and actual sequence, leading to a very high Hamming distance score (Fig. 1c). It is possible to quantify differences between 2 sequences in more ways. For example, Levenshtein distance includes insertions and deletions in addition to substitutions (Levenshtein 1965). Such a metric would be more appropriate to address the failed nucleotide incorporations described above.

Syrah is a preprocessing pipeline implemented as an R library, with DBSCAN as the only required package. It is available on GitHub at https://github.com/0x644BE25/Syrah. Syrah is compatible with both Slide-seqV2 and Curio Seeker datasets but is not applicable to other spatial transcriptomic technologies (such as 10X Visium) where oligonucleotides of known sequence can be purified before conjugation to a substrate (Ståhl et al. 2016).

Code for the R library Syrah is available at https://github.com/0x644BE25/Syrah, while codes and additional data used for analysis presented in this manuscript are available at https://github.com/0x644BE25/Syrah_manuscript.

### Syrah implementation

Syrah requires as input 2 files: the bead coordinates file and the Read 1 FASTQ, which contains the portion of the read with barcodes and UMIs (Fig. 2a). Syrah does not alter—or require—the Read 2 FASTQ, which contains the sequence derived from the captured mRNA molecules. As such, it is agnostic to both the sample origin and the choice of reference transcriptome.

**Fig. 2.**
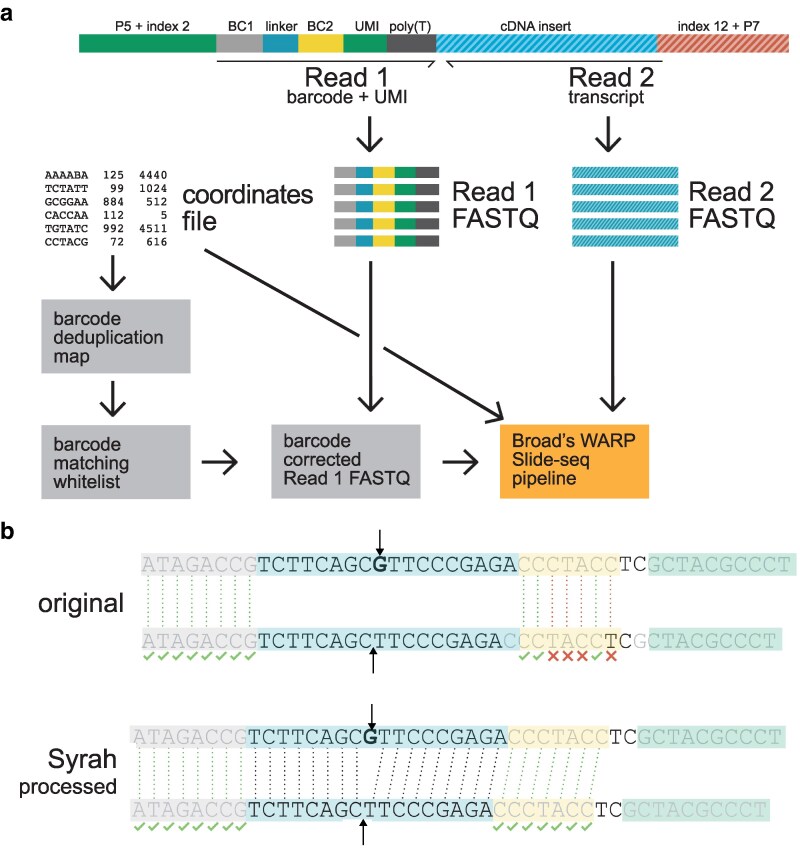
Syrah corrects for errors in Read 1 sequences. a) Schematic of Syrah's correction process. b) Illustration of effects of frameshifts on original (top) and Syrah-processed (bottom) barcode extraction.

#### Generating a barcode matching whitelist

This step uses the bead coordinate file to identify virtually duplicated beads with barcodes 1 substitution apart and spatial coordinates closer than the physical bead radius should allow (<10 µm). 

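The deposited coordinates of the planarian puck give an x and a y position for each barcode, in a unit that is not stated, so the limit of 10 was applied in coordinate units. Within that limit, 15434 pairs of barcodes were 1 substitution apart. These pairs held 29865 barcodes, which is 35.8% of the puck. When the positions were shuffled among the barcodes, 0 such pairs were found. Without a limit on distance, 16515 pairs were 1 substitution apart. The median distance within a pair was 5.22 units, and the median distance from a joined bead to the nearest other joined bead was 15.1 units. The number of pairs moved most with the barcode difference, since 1223 pairs exactly 2 substitutions apart lay within the same limit. Joining the pairs gave 14492 groups, of which 13640 held 2 barcodes, 823 held 3 and 29 held 4, and left 67975 beads. Counted from 1 at the start of the barcode as listed, the substitution lay at position 6 in 29.5% of the pairs and at position 14 in 12.7%. In the original version of the first sequencing run, 2744 pairs had UMIs on both members, with 16334 UMIs on the members that held fewer. In the Syrah-processed version of that run, 0 pairs had UMIs on both members. With the second run included, 3336 pairs had UMIs on both members in the original version and 0 in the Syrah-processed version.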

For each group of duplicated beads, 1 bead is selected, and all other barcodes in that group are redirected to it. These data are saved as a bead deduplication map.

This step uses the bead deduplication map to generate a barcode matching whitelist that contains all matches that are 1 deletion or 1 substitution away from a single bead in the deduplication map. This whitelist is saved, and because it is derived from a model of the chemical synthesis process for the barcodes in a given library, it can be used to process all sequencing results for that library, such as in the case of a library being sequenced on multiple lanes.

#### Barcode extraction and matching

This step combines Read 1 data with the barcode whitelist to generate a new Read 1 FASTQ file that contains corrected barcode and UMI information. To correct for frameshifts, Syrah employs modified Levenshtein distance (allowing only substitutions and deletions) to find the position of the linker sequence and determine the barcode and UMI positions for extraction (Fig. 2b). Reads without an unambiguous linker sequence or with more than 1 deletion in the first half of the barcode are discarded. The extracted barcode is matched against the whitelist from the previous step, and the corrected barcodes are inserted into the corrected Read 1 FASTQ.

The corrected Read 1 FASTQ can be input into the WARP Slide-seqV2 pipeline along with the original coordinates file and Read 2 FASTQ. Syrah-corrected Read 1 FASTQ files should be compatible with any pipeline that analyzes Slide-seqV2 or Curio Seeker data.

### Planarian dataset generation

The planarian data were generated from planarians embedded in OCT histology media, fresh frozen, and sectioned directly onto a Slide-seqV2 puck, following the protocol of a recent study (Mann et al. 2025). After library preparation, the planarian data in this manuscript were sequenced twice for the analysis of sequencing depth on data quality.

### Additional species datasets

We identified 3 published datasets with full Read 1 sequence data (Supplementary Table 1): a chick Slide-seqV2 dataset, a human Curio Seeker dataset, and the mouse spleen test data provided with the Curio Seeker pipeline (Kasemeier-Kulesa et al. 2023; Feng et al. 2025).

### Data processing

All datasets were run through the Syrah pipeline, and both original and Syrah-processed versions were processed with the Broad WARP Slide-seqV2 pipeline v3.1.2 with default parameters. The planarian dataset was aligned to the schMedS3 genome (Grohme et al. 2018). The chick dataset was aligned to the *Gallus gallus* genome assembly bGalGal1.mat.broiler.GRCg7b retrieved from Ensembl release 115 and available at https://e115.ensembl.org/Gallus_gallus (Harrison et al. 2024). The human dataset was aligned to the human genome assembly GRCh38.p10 available at https://www.gencodegenes.org/human/release_27.html (Schneider et al. 2017). The Curio-seeker mouse dataset was aligned to the GRCm38.p6 mouse genome assembly available at https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.26/ with Gencode M23 annotations (Church et al. 2009, 2011). Script at https://github.com/0x644BE25/Syrah_manuscript/blob/main/WARP_non-default_parameters.json.

### Clustering

Sparse format gene expression matrices from the WARP pipeline were processed with the R library Seurat, filtered to beads with at least 50 UMIs, and normalized with SCTransform. Principal component analysis was performed (planarian 15 PCs, mouse 5 PCs, chick 15PCs, human 10 PCs), followed by FindNeighbors, FindClusters, and RunUMAP with default settings. Random seed was set to 61,687 for replicability. Script at https://github.com/0x644BE25/Syrah_manuscript/blob/main/multi-species_comparison.R.

### Differential expression analysis and cell type prediction

For cluster-level marker gene/differential expression analysis of planarian data, we used Seurat's FindAllMarkers to find differentially expressed genes for each cluster and filtered the results with a multiple-comparison-corrected *P*-value less than 0.05. For cluster-agnostic differential expression analysis, planarian data were partitioned into beads positive or negative for a canonical cell type marker (*piwi-1* for stem cells, *mat2a* for intestinal cells), and Seurat's FindMarkers was used to find significantly (multiple-comparison-corrected *P* < 0.05) differentially expressed genes with higher expression on the beads of interest. These genes were then compared to lists of known planarian cell type markers from a single-cell RNA-sequencing atlas (Benham-Pyle et al. 2021). Seurat's LabelTransfer functionality was used to predict cell type based on the unirradiated planarian single-cell RNA-seq data from Benham-Pyle et al. 2021. Script at https://github.com/0x644BE25/Syrah_manuscript/blob/main/additional_sequencing_DE_analysis_and_cell_type_predictions.R.

### Controlled deletion rate experiment

One million unique “perfect” reads were extracted from the planarian dataset. These are reads where the Read 1 structure is exactly as designed, with no deletions in the barcode or linker, and where the barcode matches perfectly to one on the puck. Deletions were randomly introduced into Read 1 with various probabilities using R's “sample()” function, shifting the remaining sequence left, and backfilling with poly(T) sequence. An additional dataset was created where the Read 1 sequence is entirely randomized for each read. This was repeated independently on all 1 million reads for each deletion rate (and random) with *n* = 5. Both original and Syrah-processed versions of the data were analyzed with the WARP pipeline identically to other planarian data. Script at https://github.com/0x644BE25/Syrah_manuscript/blob/main/deletion_rate_in_silico_experiment.R.

### Synthetic datasets from images

Synthetic Slide-seqV2 datasets were produced from images as follows. Images were scaled to 300 × 300 pixels, adding blank space as needed. Each pixel functioned as a stand-in for a bead, and hence, each pixel location was assigned a randomly generated barcode. Three single-mapping 100-nucleotide sequences from the Gencode M23 mouse genome were chosen to represent red, green, and blue (Supplementary Table 2). RGB color information on a scale of 0 to 255 was extracted for each pixel, and the number of reads for each of the transcripts was generated with that pixel's barcode. Errors were added randomly to Read 1 at 1% rate, and the missing sequence was backfilled at the 3′ end with poly(T). The generated FASTQs were processed with Syrah, and both the original and Syrah-processed data were analyzed using the WARP Slide-seqV2 pipeline on Terra, and aligning to the standard WARP mouse reference GRCm38 (Church et al. 2009, 2011). Both original and Syrah-processed versions of the resulting data were filtered to the same minimum UMIs per bead (determined individually for each image's data). Filtered data were processed with Seurat and used the assigned red, green, and blue gene expression data to find neighbors, run clustering, and generate a UMAP with default settings. Individual beads’ color data were reconstructed from expression data using the raw number of UMIs corresponding to red, green, and blue using an 8-bit RGB color scale. Script and input images at https://github.com/0x644BE25/Syrah_manuscript/blob/main/image-based_in_silico_experiment.R.

### Benchmarking

Benchmarking was performed using the Curio Seeker test data and a 1 million read subsample of the planarian Slide-seqV2 data. All tests used a single CPU core. The 4 computational environments tested were (1) an Apple M2 MacBook Air running MacOS Sequoia 15.5 (“mac”), (2) a custom PC running Windows 11, (3) a Lenovo ThinkPad T480s running Ubuntu 24.04.3 LTS, and (4) the Stowers Institute High Performance Computing cluster running Rocky Linux 9.6. The syrah() function is a wrapper for 3 functions: make_bead_dedup_map(), make_barcode_whitelist(), and correct_barcodes(). For each of 5 replicates, these functions were run sequentially with runtime and peak RAM usage measured. Script at https://github.com/0x644BE25/Syrah_manuscript/blob/main/benchmarking.R.

### Poisson rate testing

To compare the number of UMIs, beads, or genes between different versions of a dataset (i.e. Original vs Syrah-processed or doubly vs singly sequenced), we used a 2-sample Poisson rate test to compare the rate of “successful” inclusion in the final analyzed data, where the number of “successes” was the number of UMIs, beads, or genes present in the final analyzed data. We used R's poisson_test() function to perform a 2-sided Exact Poisson test with a confidence level of 95%.

## Results

We tested Syrah on a variety of Slide-seqV2 and Curio Seeker datasets across a range of organisms (Supplementary Table 1). For each dataset, both original and Syrah-processed versions of the data were analyzed using the official WARP Slide-seqV2 pipeline available on Terra with default settings other than count_exons = false. 

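For the planarian dataset, the deposited data of the first sequencing run are UMI counts per gene and bead barcode, without normalization, for the original and the Syrah-processed version. Slide-seqV2 captures mRNA on barcoded beads whose positions on a puck are known, and 1 library from 1 puck was sequenced, so neither version has replicates. Supplementary Table 1 gives the tissue as whole animal, and the sample labels describe worm fragments. Supplementary Table 1 also gives the number of reads of the run. The original version holds 2461559 UMIs on 35461 barcodes and 20958 genes, and the Syrah-processed version holds 3114525 UMIs on 31731 barcodes and 21923 genes. Among beads with at least 50 UMIs, the median was 179 UMIs per bead in the original version and 191 in the Syrah-processed version. The paper's totals over beads with at least 50 UMIs are 1350298 UMIs for the original and 1872772 for the Syrah-processed version (Supplementary Table 5), and all other values here use the deposited counts. The paper gives schMedS3 as the reference genome, whereas the deposited counts name genes by SMED30 identifiers, which Supplementary Table 3 lists under another gene set. Totals of the versions were compared as ratios with exact conditional 95% Poisson intervals, which cover counting error only and treat the versions as independent although they share reads. Each barcode was counted as a separate bead, as deposited, unless stated otherwise.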

Examples of the effects on individual reads are illustrated in Supplementary Fig. 2. Poisson rate tests were used to compare the likelihoods of UMIs, beads (≥10 UMIs), or genes appearing in the Original vs Syrah-processed version of the data. For nearly all cases, Syrah provided a significant increase in beads, UMIs, and genes recovered, although the increase in genes in the human dataset did not reach statistical significance (Fig. 3a, Supplementary Fig. 3a).

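In the planarian data, the number of beads with at least 50 UMIs was 7007 in the original and 8503 in the Syrah-processed version, a change of 21.4% (95% confidence interval 17.6% to 25.3%). The UMIs on these beads rose from 2273121 to 2923376, a change of 28.6% (95% confidence interval 28.4% to 28.8%). The genes with at least 1 UMI on them rose from 20648 to 21687, a change of 5.03% (95% confidence interval 3.04% to 7.06%). The change in beads moved most when every barcode with at least 1 UMI was counted, where their number fell by 10.5%. With the UMIs of virtually duplicated barcodes summed in the original version at that cutoff, a setting chosen after seeing the data, it fell by 2.89%. The change in UMIs also moved most at that cutoff, and stayed positive. The change in genes moved most when the Syrah-processed UMIs were thinned at random to the total of the original version, which gave 20658 genes, a change of 0.0484% whose interval runs from -1.87% to 2.00%. Over all barcodes without a cutoff, 1064 genes were found only in the Syrah-processed version, 926 of them with 1 UMI, and 99 only in the original. Among the 269 genes with at least 1000 UMIs in the original version, all 269 had more UMIs in the Syrah-processed version, with a median ratio of 1.26. From Poisson rate tests on such totals, the paper states that Syrah increased the recovery of beads, UMIs and genes in nearly all datasets.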

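Compared for each gene on each barcode over the whole planarian puck, UMIs were removed from or moved away from barcodes as well as added. The decreases came to 453564 UMIs, 18.4% of the UMIs of the original version (exact binomial 95% confidence interval 18.4% to 18.5%). After the UMIs of virtually duplicated barcodes were summed, which moved this share most among the alternatives set in advance, the decreases came to 78153 UMIs (3.17%) and the increases to 731119 UMIs. Compared instead by the total of each bead, with duplicates summed and chosen after seeing the data, the decreases came to 2.56% of the UMIs of the original version. With duplicated barcodes summed, the UMI total of each bead in the original version was taken as a percentage of its total after Syrah, and these percentages fell into separate ranges. Of the beads with at least 50 UMIs after Syrah, 7143 held at least 50% as many in the original version, 65 held between 10% and 50%, and 1295 held under 10%, which is 15.2% of the beads. The median percentage was 92.2% among the 7143 beads and 0.196% among the 1295 beads, while the median number of UMIs after Syrah was 191 and 193 per bead, respectively. Beads that held under 10% or no UMIs in the original version, at any number of UMIs, took 69.8% of the net gain of 652966 UMIs. Over the 7143 beads the gain in UMIs was 9.91%.

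**Figure D1:**
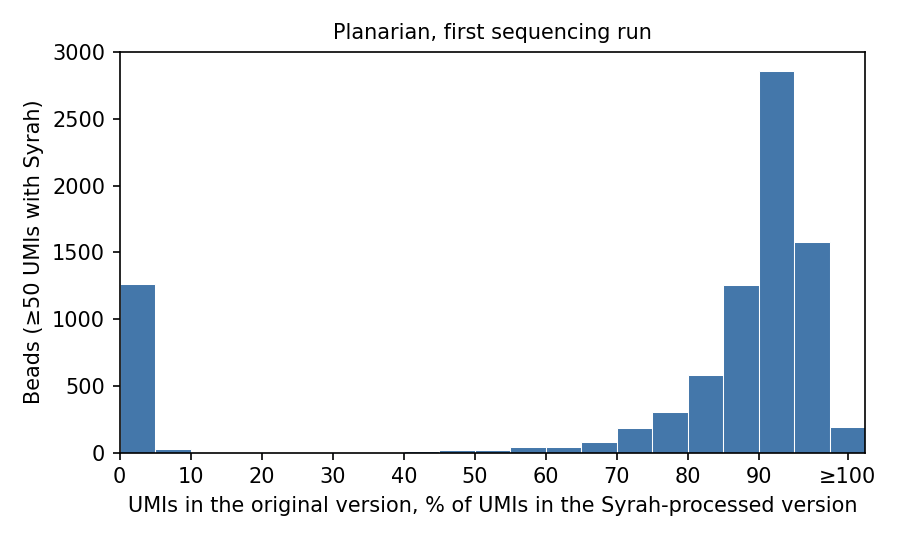
Number of beads (y axis) by the UMIs of the original version as a percentage of the UMIs after Syrah (x axis), for beads with at least 50 UMIs after Syrah and with duplicated barcodes summed. The last bar holds all beads at 100% or more, and 1295 beads lie below 10%.

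**Figure D2:**
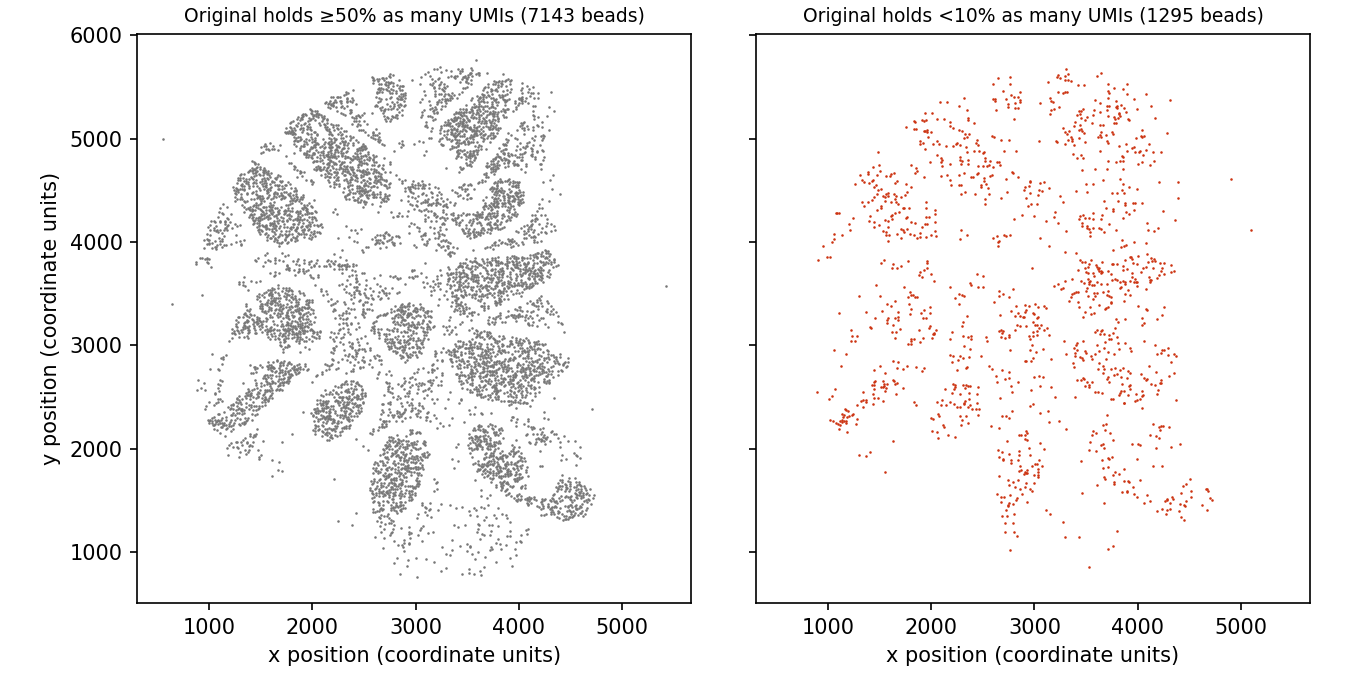
Positions on the puck (x and y in coordinate units) of beads with at least 50 UMIs after Syrah, 1 point per bead. The left map shows the 7143 beads with at least 50% as many UMIs in the original version, and the right map the 1295 beads with under 10%.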

**Fig. 3.**
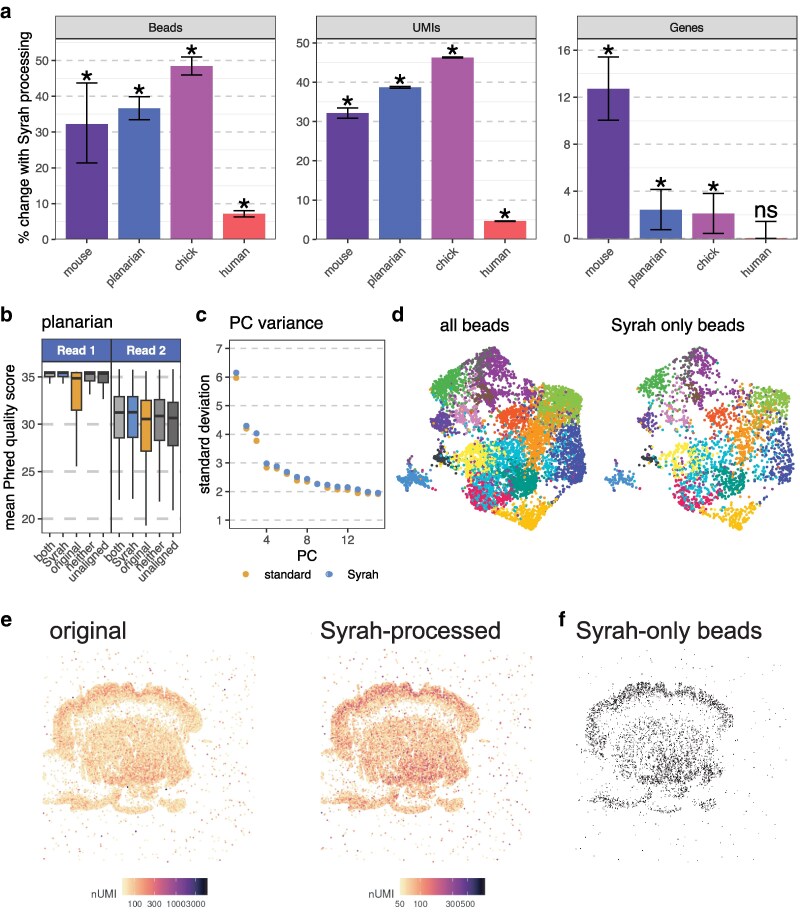
Syrah improves data across a variety of organisms and datasets. a) Percent change in total beads (left), UMIs (middle), and genes (right) for original vs Syrah-processed data across a variety of Slide-seqV2 and Curio Seeker datasets (Supplementary Table 1) with minimum 50 UMIs/bead cutoff. Bars indicate 95% confidence interval of Poisson rate test; asterisks denote *P*-value < 0.05. b) Boxplot of PHRED quality scores for planarian reads categorized by location in final data. Horizontal bar indicates median, boxes stretch from first to third quartile, and whiskers indicate smallest/largest nonoutlier values. Outliers are included in calculations but omitted from plot for visual clarity. c) Plot of standard deviation of principal components for original vs Syrah-processed planarian data. d) UMAPs of planarian Syrah-processed data colored by clusters generated using default parameters. Left UMAP shows all beads, right UMAP shows beads specific to Syrah-processed data. e) Slide embedding of the human dataset with beads colored by number of UMIs for original (left) and Syrah-processed (middle) data. f) Slide embedding of human dataset showing beads present only in the Syrah-processed dataset.

To evaluate the quality of the rescued reads included by Syrah, we compared the PHRED sequencing scores for reads rescued by Syrah, reads removed by Syrah, and reads shared between both the original and Syrah-processed datasets. Reads that were exclusive to the planarian Syrah-processed dataset showed a small increase in mean quality vs shared reads (Read 1: +0.0146, *P* < 0.00004;Read 2: +0.03049, *P* < 0.0075),, while reads exclusive to the original data (removed in the Syrah-processed version) had lower quality scores (Read 1: −1.76336, *P* < 10^−160^; Read 2: −0.86273, *P* < 10^−26^) (Fig. 3b). Similar effects were observed for the datasets from other organisms (Supplementary Fig. 3b, e, and h). For further analysis, the data were clustered and visualized using Seurat. First, we compared the principal components for the Original vs Syrah-processed versions of each dataset and found that the variance explained by each PC is comparable (chick, human) or better (planarian, mouse) for the Original vs Syrah-processed version of the data (Fig. 3c, Supplementary Fig. 3c, f, and i). 

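For the planarian data, beads with at least 50 UMIs in each version of the first run were normalized with SCTransform in Seurat, and 15 principal components were computed, as in the methods. The mean standard deviation of the 15 components was 2.97 in the original and 3.14 in the Syrah-processed version. The standard deviation was higher in the Syrah-processed version for 15 of the 15 components, by 0.164 on average and by between 0.0264 and 0.363. The first component had a standard deviation of 6.50 in the original and 6.86 in the Syrah-processed version. Components of 1 dataset are not replicates, so the differences are given without a test. The mean difference moved most with LogNormalize in place of SCTransform, where it was -0.0141 and 5 of the 15 components were higher in the Syrah-processed version. When only beads with at least 50 UMIs in all versions were used and each was thinned to its lowest UMI total among them, the mean difference was 0.00776.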

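In the planarian data, 2572 of the beads with at least 50 UMIs in the Syrah-processed version had fewer than 50 UMIs in the original version, which is 30.2%. These are called Syrah-only beads here, and the other 5931 are called shared beads. In the other direction, 1076 beads had at least 50 UMIs in the original version and fewer in the Syrah-processed version. The median was 164 UMIs per Syrah-only bead and 199 per shared bead. Among the 20 nearest neighbours of each bead in the space of the principal components, 33.2% were Syrah-only around Syrah-only beads and 32.3% around shared beads. The ratio of these shares was 1.03, with a counting interval of 1.01 to 1.05. This interval treats all 20 neighbours of every bead as independent, although beads are counted repeatedly. Its width follows the number of neighbours, so it does not test whether the ratio differs from 1. The ratio moved most when beads without any UMI in the original version were taken as the group, of which there were 945, and was then 1.07 (interval 1.02 to 1.11). Seurat's default clustering gave 15 clusters in the Syrah-processed version, as in the original. Per cluster, the share of Syrah-only beads ran from 20.9% to 34.9%, and the exact binomial 95% interval of 12 of the 15 clusters held the share over all beads. The cluster with the lowest share had a median of 434 UMIs per bead and the cluster with the highest share a median of 95. The UMIs of virtually duplicated barcodes were then summed in the original version, an alternative chosen after seeing the data. That left 1657 Syrah-only beads, 19.5% of the beads, and their share per cluster ran from 13.9% to 24.3%. The interval of 10 of the 15 clusters then held the share over all beads. With this summing, 6983 beads had at least 50 UMIs in the original version, and 6846 of them also did after Syrah. Few beads then passed in the original version alone.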

We also reviewed the clustering results, finding that the new beads added by Syrah appear intermixed among the rest of the beads, indicating they likely contain meaningful additional data (Fig. 3d, Supplementary Fig. 3d, g, and j). Visualizing the original and Syrah-processed human datasets in their spatial embeddings shows that reads and beads gained in the Syrah-processed version correspond to the location of tissue in the original embedded section (Fig. 3e and f). Together, these results indicate Syrah can improve spatial transcriptomic datasets by rescuing high quality reads, beads, and adding genes that enhance the biological signatures captured by the experiment.

### Runtime statistics

All benchmarking was performed using a single CPU core. The first step of Syrah is finding the duplicated beads, which generally takes less than 5 min. The second step is revising the barcode whitelist. This usually takes less than an hour (using a single core) for Slide-seqV2 datasets (Fig. 4). Because Curio tiles can be far larger, whitelist generation may take roughly 24 h for the largest tiles. For any given puck or tile, the whitelist only needs to be generated once and can then be used for any number of FASTQs from that library. The third step, barcode correction, scales linearly with the number of reads and is thus dependent on the depth of sequencing (Fig. 4). I/O processes predominate at smaller dataset sizes, but for larger dataset sizes, Syrah's runtime scales linearly (Supplementary Fig. 4a), and it generally processes between 1 and 3 million reads per minute (Supplementary Fig. 4b).

**Fig. 4.**
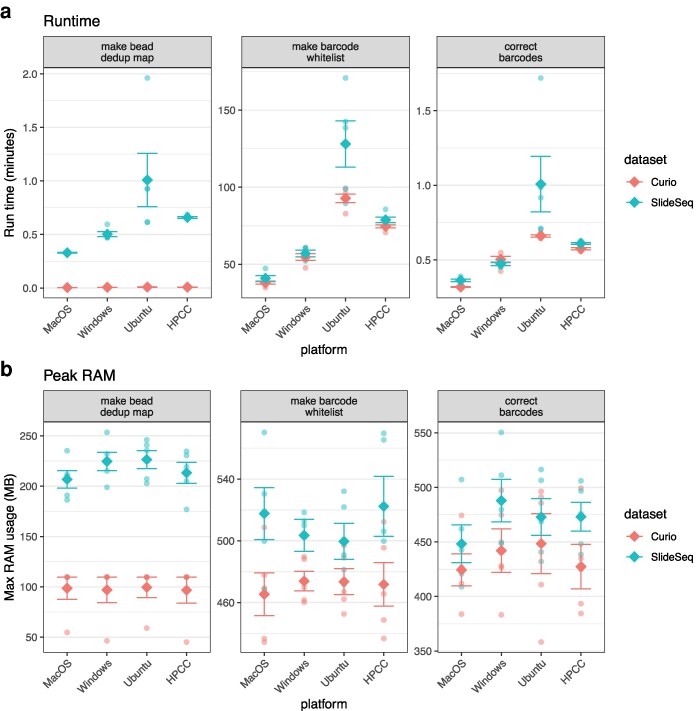
Runtime and RAM benchmarking. Benchmarking of Syrah's a) run time and b) peak RAM usage using Curio Seeker and Slide-seqV2 test data each with 1 million reads. Points indicate individual results, diamonds represent means, and error bars show mean standard error.

### Comparison between Syrah and increasing sequencing depth

To compare the efficacy of Syrah vs additional library sequencing, we performed a second round of sequencing on our planarian library samples and also processed this doubly sequenced data with Syrah to generate 4 datasets: “original” (singly sequenced non-Syrah-processed), “additional sequencing” (double-sequenced, not Syrah-processed), “Syrah” (singly sequenced and Syrah-processed), and “both” (double-sequenced and Syrah-processed). 

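The deposited data for this comparison are 4 tables of UMI counts per gene and bead barcode from the same library and puck, original and Syrah-processed, for the first sequencing run and for the data that include the second run. The additional sequencing version holds 2672728 UMIs on 38204 barcodes and 21197 genes, and the version with both holds 3364828 UMIs on 33518 barcodes and 22150 genes. The median over beads with at least 50 UMIs was 183 UMIs with additional sequencing and 196 with both. The original and Syrah versions are those of the first run. The labels do not state whether the tables of the second run include the first, which was read from the counts: with the second run, 0 barcodes of the first run were missing, in the original as in the Syrah-processed version. The authors made all 4 tables with the Slide-seqV2 pipeline, and the counts were used without normalization. Each version is a single dataset, so no error between replicates can be given.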

The 2 rounds of sequencing identified 35 million and 37 million UMIs. 

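In the deposited counts, adding the second run to the original version raised entries of single genes on single barcodes by 215179 UMIs in total and lowered others by 4010 UMIs, which is 0.163% of the UMIs of the first run. In the Syrah-processed version the increases came to 254669 UMIs and the decreases to 4366 UMIs, or 0.140%. Over all barcodes, the second run changed the number of UMIs of the original version by 8.58% (95% confidence interval 8.39% to 8.77%).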

A Poisson rate test was used to compare the likelihoods of beads, UMIs, and genes being included in each dataset, and we found that Syrah significantly increases these by 41%, 39%, and 3%, respectively (Fig. 5a). 

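With at least 10 UMIs per bead, the original version had 12710 beads and the Syrah version 14611, a change of 15.0% (95% confidence interval 12.2% to 17.7%). The UMIs on these beads were 2406846 and 3069570, a change of 27.5% (95% confidence interval 27.3% to 27.8%). The genes with at least 1 UMI were 20871 and 21873, a change of 4.80% (95% confidence interval 2.83% to 6.81%).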

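Compared with the original version at a minimum of 10 UMIs per bead, additional sequencing gave 13321 beads, a change of 4.81% (95% confidence interval 2.28% to 7.39%). It gave 2612149 UMIs, a change of 8.53% (95% confidence interval 8.34% to 8.72%), and 21108 genes, a change of 1.14% (95% confidence interval -0.786% to 3.09%). The interval for genes includes 0, but it treats the versions as independent although the data with additional sequencing include the first run, so it does not test whether genes were gained. The intervals for Syrah lie above those for additional sequencing for beads and for UMIs, and for genes the intervals overlap. These intervals do not test the difference between Syrah and additional sequencing itself.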

While additional sequencing provided gains in beads, UMIs, and genes, Syrah's gains in beads and UMIs were significantly larger. 

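The changes were also computed at minimums of 1, 5, 25, 50 and 100 UMIs per bead. For beads, Syrah gave a change of 10.3% at 5 UMIs, 19.2% at 25 and 23.1% at 100, where additional sequencing gave 6.10%, 3.98% and 4.23%. At a minimum of 1 UMI the order was reversed, since additional sequencing raised the number of beads by 7.74% and the Syrah version had fewer beads than the original. The version with both also had fewer beads than the original at that cutoff, with a change of -5.48%. For UMIs, Syrah gave between 26.5% and 29.3% over these cutoffs and additional sequencing between 8.55% and 9.06%. For genes, Syrah gave between 4.60% and 5.14% and additional sequencing between 1.10% and 1.31%. The number of barcodes with a single UMI was 11383 in the original version and 7880 in the Syrah version.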

We also evaluated whether Syrah's benefits outperformed those of additional sequencing across a range of minimum cutoffs for UMIs per bead and found that this trend is consistent (Supplementary Fig. 5). Notably, Syrah extends gains for the dataset with additional sequencing, indicating that Syrah's improvements are orthogonal to additional sequencing and that it can recover reads that sequencing alone cannot.

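At the same minimum of 10 UMIs per bead, the version with both had 15063 beads, 3316361 UMIs and 22100 genes. Against additional sequencing alone, these are changes of 13.1% in beads (95% confidence interval 10.5% to 15.8%), 27.0% in UMIs (26.8% to 27.2%) and 4.70% in genes (2.74% to 6.70%). Against Syrah alone, the version with both had 3.09% more beads (0.767% to 5.47%) and 8.04% more UMIs (7.87% to 8.21%), and the change in genes was 1.04% (-0.838% to 2.95%). Against the original version the changes with both were 18.5% in beads, 37.8% in UMIs and 5.89% in genes. The paper takes the gains that Syrah adds to the doubly sequenced data as a sign that its improvements are orthogonal to additional sequencing. It also infers that Syrah can recover reads that are out of reach of sequencing alone.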

**Fig. 5.**
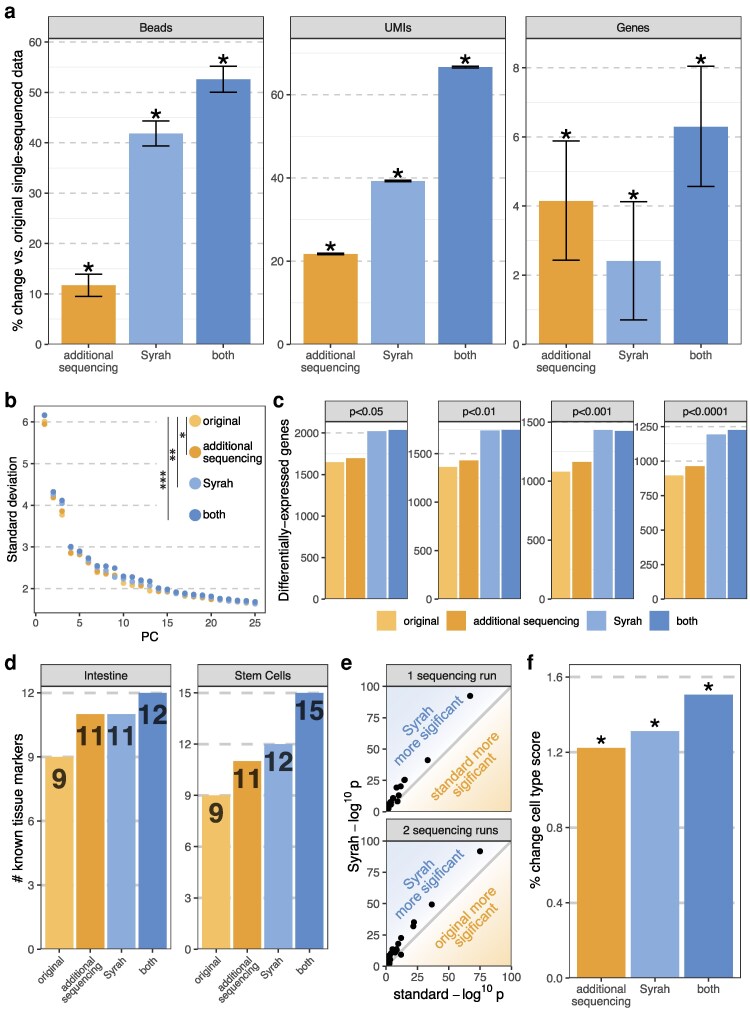
Syrah provides improvements greater than and orthogonal to additional sequencing. a) Bar plots showing the percent increase in beads (left), UMIs (middle), and genes (right) provided by additional sequencing, Syrah processing, or the combination of additional sequencing and Syrah processing on the planarian dataset. Bars indicate 95% confidence interval of Poisson rate test of Syrah-corrected vs original data from a single sequencing run; asterisks denote *P*-value < 0.05. b) Principal components calculated and used by Seurat for clustering the 4 versions of the planarian data. Asterisks indicate *P* < 0.05 for paired 2-sample t-tests between versions of the data. All pairwise comparisons are significant. c) Total positive marker genes identified by Seurat's FindMarkers() function for each version of the planarian data. Statistical cutoffs for marker significance are indicated at the top of each plot. d) Bar plot of cell-type-specific planarian genes found to be positively differentially expressed on beads positive for a canonical intestine (left) or stem cell (right) marker. e) Comparison of statistical significance in the form of −log10 *P*-value for known cell type markers present in both original and Syrah-processed planarian data for singly sequenced (top) and doubly sequenced (bottom) datasets. f) Change in max cell type score vs original singly sequenced planarian data. Asterisks indicate *P* < 0.05 from a 2-sample *t*-test.

### Syrah improves downstream analysis

To determine how Syrah impacts downstream analysis, we analyzed the statistical strength of differentially expressed genes that could be identified from the data. We performed this analysis for both original and Syrah-processed versions of the singly and doubly sequenced planarian data. The datasets were identically processed (see Methods) and clustered with default parameters. 

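With the second run, principal components were computed on 7292 beads with at least 50 UMIs for additional sequencing and on 8789 for both. The mean standard deviation of the 15 components was 2.97 with additional sequencing and 3.16 with both, a mean difference of 0.187, and 15 of 15 components were higher with Syrah. Syrah exceeded additional sequencing by 0.166 on average, with 14 of 15 components higher. Additional sequencing differed from the original by -0.00241 on average, with 9 of 15 components higher. With LogNormalize, the mean difference between Syrah-processed and original data with the second run was -0.0346, and between Syrah and additional sequencing -0.00584. Over the beads with at least 50 UMIs in all 4 versions, normalized with SCTransform, the mean difference was 0.131 with the second run, and 0.0612 between additional sequencing and the original. When each of these beads was thinned to its lowest UMI total among the 4 versions, leaving a median of 177 UMIs, the difference with the second run was 0.0259. In that setting additional sequencing differed from the original by -0.0442, with 0 of 15 components higher, and Syrah exceeded additional sequencing by 0.0519, with 15 of 15 higher.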

The standard deviations of the principal components used for the clustering were significantly larger for the Syrah-processed than the original version of the single sequencing run data, and this was also the case for the doubly sequenced data (Fig. 5b). We then used Seurat's FindAllMarkers function to find differentially expressed genes for all clusters across a series of statistical thresholds. The total number of differentially expressed genes identified at the *P* < 0.05 cutoff across all clusters was 1,646 for the original singly sequenced data and 2020 for Syrah-processed singly sequenced data (Fig. 5c). This trend was observed at all significance thresholds tested, with Syrah-processed data yielding approximately 20% more marker genes in each case. An additional round of sequencing only increased the number of marker genes to 1,697 at the *P* < 0.05 cutoff for original data and 2035 for Syrah-processed data. This trend was observed across all significance thresholds.

To test the effects of Syrah on cell type identification, we took 2 approaches. First, we investigated planarian data for differential gene expression between beads-positive and -negative canonical cell type markers for 2 of the most well-characterized planarian cell types: *piwi-1^+^* stem cells and *mat2a^+^* intestinal cells. We compared our lists of differentially expressed genes to lists of established marker genes for that cell type (Supplementary Table 3). We detected 11 intestinal markers in the Syrah-processed planarian data as compared to 9 in the original planarian data, and 12 stem cell markers for Syrah-processed data compared to 9 with the original data (Fig. 5d). 

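Beads with at least 50 UMIs were split by whether they held at least 1 UMI of mat2a or of piwi-1. For mat2a, 597 beads were positive in the original and 772 in the Syrah-processed version, and for piwi-1, 863 and 1094. In the original version, 10.1% of beads over tissue and 5.24% of beads off tissue held mat2a, with median depths of 217 and 123 UMIs per bead, and 13.4% and 10.1% held piwi-1. A bead counted as over tissue when at least 25% of its 50 nearest barcodes held at least 10 UMIs in the original version. The share off tissue is taken as the background of free RNA, at a lower depth per bead. Which beads are off tissue depends on this limit. Of beads with at least 50 UMIs in both versions, 30.6% lay off tissue at a limit of 25% and 1.28% at 10%. Positive beads were deeper than negative beads, with a median of 567 UMIs for mat2a against 164 in the original. For each gene of Supplementary Table 3, its share of all UMIs on positive beads was divided by its share on negative beads, and a gene was counted at a ratio of at least 1.5 with at least 10 UMIs on positive beads. Beads of 1 puck are not replicates, so no significance was computed. Of the 14 intestine genes besides mat2a, 5 passed in the original and 8 in the Syrah-processed version. Of the 21 stem cell genes besides piwi-1, 5 passed in the original and 6 in the Syrah-processed version. All genes that passed in the original also passed in the Syrah-processed version. At a ratio of at least 2, which moved the Syrah counts most, 2 intestine genes passed in the original and 1 in the Syrah-processed version, and 1 and 0 stem cell genes. The median ratio over the intestine genes was 1.40 in the original and 1.51 in the Syrah-processed version, and over the stem cell genes 1.18 and 1.15.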

As with other results, Syrah-processed data were equal to or outperformed additional sequencing alone and provided additional benefits when combined with sequencing. 

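With additional sequencing, 622 beads were positive for mat2a and 896 for piwi-1, and with both, 801 and 1137. The same limits counted 5 intestine genes with additional sequencing and 9 with both, and 5 stem cell genes in each of these versions. The median ratio over the intestine genes was 1.45 with additional sequencing and 1.55 with both, and over the stem cell genes 1.17 in each. Over tissue alone, 5 intestine genes passed in each of the 4 versions. When each bead was thinned to 50 UMIs, 1 intestine gene passed in the original, 2 with Syrah, 2 with additional sequencing and 3 with both. Of the stem cell genes, over tissue 5 passed in the original, 6 with Syrah, 5 with additional sequencing and 6 with both, and after thinning 4, 3, 4 and 2 in the same order.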

For marker genes that were shared between the original and Syrah-processed versions, the statistical significance was nearly always higher for the Syrah-processed versions version (Fig. 5e).

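For the listed genes, the intestine genes had 17823 UMIs on positive beads in the original and 24763 in the Syrah-processed version, and the stem cell genes 59653 and 78522. The lists share 1 gene, which held 8502 and 11876 of these intestine UMIs and 12758 and 17235 of these stem cell UMIs. In the original, its ratio between positive and negative beads was 0.949 for mat2a and 0.972 for piwi-1. Each of the 14 intestine genes and 21 stem cell genes had more UMIs on positive beads in the Syrah-processed version, and so did each with additional sequencing. The exact conditional 95% Poisson interval of the ratio between positive and negative beads lay above 1 for 12 intestine genes in the original and 13 in the Syrah-processed version, and for 15 and 16 stem cell genes. With additional sequencing it lay above 1 for 12 intestine genes and 15 stem cell genes. The width of these intervals follows from the number of UMIs, and they cover counting error and not the spread between beads.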

Our second approach to cell type identification was to use Seurat's LabelTransfer feature to determine the most likely cell type(s) contributing mRNA to each bead (see Methods). The average maximum cell type scores for each bead—representing statistical confidence in a cell type signature—were significantly higher for both additionally sequenced original data (+1.22%) and Syrah-processed singly sequenced data (+1.31%), but Syrah processing provided larger gains, and Syrah processing also improved the doubly sequenced data (+1.51%) (Fig. 5f). Together, these data demonstrate how the use of Syrah can strengthen and facilitate the analysis of data and improve the signal of underlying biology.

### Syrah successfully corrects for Read 1 deletion errors

To test the effectiveness and fidelity of barcode correction across a variety of conditions, we performed an *in silico* experiment where deletions were introduced to the Read 1 sequence in a controlled manner (Fig. 6a). This allows us to evaluate Syrah's benefits in a context where the ground truth is known; these reads have perfect structure and barcodes that match perfectly to a single bead on the puck. We can then test the effects of various artificially introduced deletion rates on data processed with and without Syrah processing and assess Syrah's ability to overcome these introduced errors. To create this dataset, we extracted 1 million unique “perfect” reads from the planarian dataset. These are reads where the Read 1 structure is exactly as designed, with no deletions in the barcode or linker, and where the barcode matches perfectly to 1 on the puck. We then created different experimental conditions by introducing deletions into Read 1 with various probabilities ranging from 0.1% to 2% and backfilling with poly(T) sequence. Each experimental condition was replicated 5 times, with deletions introduced each time independently. As a negative control, a dataset was created where the Read 1 sequence is entirely randomized for each read. Both original and Syrah-processed versions of the data were analyzed using the WARP Slide-seqV2 pipeline.

**Fig. 6.**
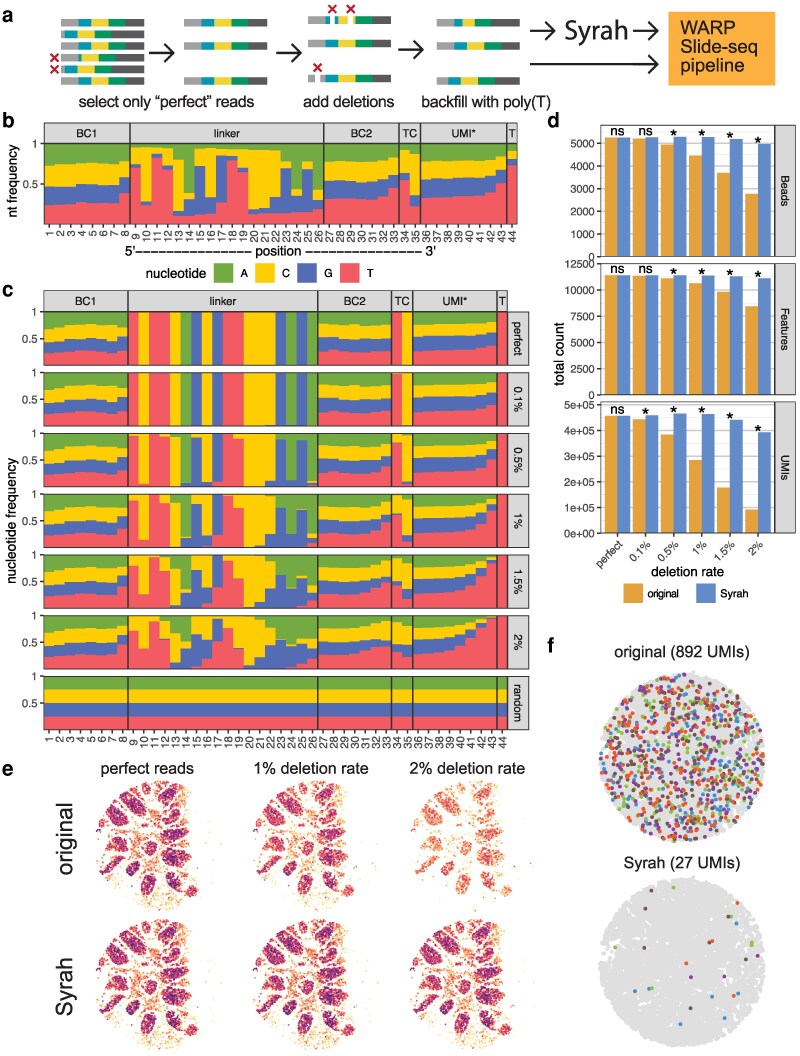
Syrah improves data across a range of Read 1 deletion rates. a) Schematic of *in silico* experiment that introduces deletions into perfectly structured Read 1 sequences. b) Nucleotide frequency by position for planarian data from which perfect reads were extracted. c) Nucleotide frequency across Read 1 position for datasets with various deletion rates. Bottom row shows data with completely random Read 1 sequences. d) Bar plots of total beads (top), UMIs (middle), and genes (bottom) for original and Syrah-processed versions of data across various deletion rates (minimum 10 UMIs per bead). Asterisks denote Poisson rate test *P*-value < 0.05. E) Slide embeddings of original (top) and Syrah-processed (bottom) data with either perfect reads (left), 1% deletion rate (middle), or 2% deletion rate (right) colored by UMIs per bead. e) Slide embeddings of original (top) and Syrah-processed (bottom) data with beads colored by the number of UMIs. f) Slide embeddings of planarian data with beads from perfect read data in gray. Colored dots indicate beads where completely randomized reads were assigned, with color denoting replicate.

We first sought to investigate whether the *in silico* data recapitulate the oligonucleotide sequences we observe in real unfiltered data. Read 1 nucleotide frequencies plotted by position for original planarian data show the same pattern of frameshifting seen in the data with introduced deletions and suggest that the original dataset had a deletion rate of approximately 1% (Fig. 6b and c). Comparison of beads, UMIs, and genes across the 5 replicates of each deletion rates shows that Syrah's benefits in all 3 categories are directly proportional to the rate of deletions in Read 1 and that Syrah is capable of salvaging most reads even at high deletion rates (Fig. 6d and e, Supplementary Fig. 6). For a 0.5% deletion rate, Syrah increased beads by 6% UMIs by 21%, and genes by 2%. These improvements increased to 18%, 62%, and 6%, respectively, and a 2% deletion rate yielded 82% more beads, 327% more UMIs, and 32% more genes (Fig. 6d). Syrah also reduces noise by preventing spurious barcode matches from poorly formed reads: while the original version had 188 of the randomized reads assigned to beads, the Syrah-processed data only had 5 (Fig. 6f, bottom).

### Syrah improves data fidelity and reduces noise

To test the downstream effects of Syrah's error correction, we constructed synthetic datasets where the ground truth could be known *a priori*. To facilitate a visual representation of Syrah's performance, we generated these datasets from 4 familiar images of varying complexity: Johannes Vermeer's painting *Girl with a Pearl Earring* (Fig. 7b, top left), the French national flag (Fig. 7c, top left), clip-art of a bowl of fruit (Supplementary Fig. 7a, top left), and Leonardo Da Vinci's *Mona Lisa* (Supplementary Fig. 7b, top left). In this visual metaphor, each pixel represents a spatial bead, and the red/blue/green intensity values represent expression data for 3 genes (Fig. 7a). Synthetic barcodes were assigned to each pixel, with deletions introduced at a 1% frequency. The 4 resulting datasets were processed with Syrah, and both the Syrah-processed and original versions of the data were run through the WARP pipeline. In all 4 cases, Syrah improves the quality of the datasets by increasing the total number of UMIs (image brightness) by 32.6%–33.1% and by reducing color distortion (as compared to the original image) by 83.9%–94.2% (Fig. 7b and c; Supplementary Fig. 7).

**Fig. 7.**
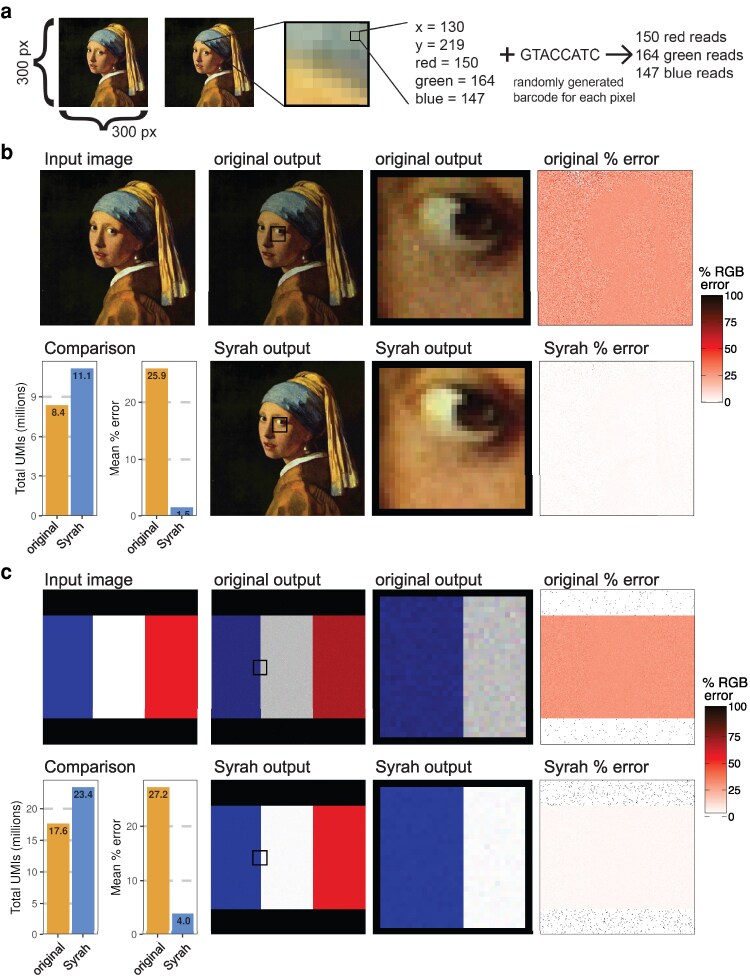
Syrah improves quantity and fidelity of synthetic image-based data. a) Schematic of image-based spatial dataset generation. b,c) Two image-based de novo spatial datasets. Top left is starting image data. Bottom left shows total UMIs and mean percent RGB color error for both original and Syrah-processed versions. Center-left column shows slide embedding for original (top) and Syrah-processed (bottom) data colored by individual bead RGB values. Center-right column is detail inset of slide embedding. Right columns show slide embedding of original (top) and Syrah-processed data colored by % RGB error for each bead.

## Discussion

Syrah is a data preprocessing algorithm that is easy to run and does not require any additional data (such as single-cell RNA-seq) to function. While there exist many methods for augmenting Slide-seqV2 and Curio Seeker data by imputation, these use probability to predict the transcriptome of cells from the sample (35 methods are listed in Supplementary Table 4). These methods operate on the “Read 2” data containing the transcript sequence, functioning to deconvolute mixed profiles from 2 or more cells. In contrast, only Syrah is a preprocessing tool that operates on the “Read 1” barcode+UMI sequence, enabling the recovery of additional sequencing reads that were lost by standard preprocessing steps. Both ways of improving such datasets need not be mutually exclusive: it seems quite likely that Syrah could make other methods perform better by increasing the amount of empirical data on which to work. We showed that the gains produced by Syrah exceeded those from additional sequencing, and preprocessing with Syrah plus additional sequencing provided synergistic benefit. We anticipate that Syrah will allow researchers to rescue languishing or discarded Slide-seqV2 and Curio Seeker datasets.

Syrah improves Slide-seqV2 datasets by correcting for errors introduced by bead forking and failed incorporations during nucleotide synthesis. These errors are unavoidable consequences of the fact that the best available method for nucleotide synthesis, the phosphoramidite reaction, cannot be driven to 100% efficiency (Beaucage and Caruthers 1981; McBride and Caruthers 1983; Ellington and Pollard 2001; Carr et al. 2004; Zhou et al. 2004; Binkowski et al. 2005). For conventional base-by-base synthesis, there is simply not a better option to synthesize oligonucleotides onto solid supports, including the beads used by Slide-seqV2. One emerging possibility might be for future technologies to rely on polymerase-based nucleic acid synthesis. High-fidelity DNA polymerases can have error rates as low as 10^−7^ per base, offering the possibility of nearly error-free copying of oligo templates onto a solid support (Potapov and Ong 2017). However, such a method requires a highly pure template to start, carefully engineered solid supports to allow PCR amplification of the template, and potentially expensive equipment to perform the reaction (such as running it on a sequencing flowcell or equivalent). Direct synthesis onto solid supports will likely remain a key chemistry method for some time, requiring correction methods like those implemented in Syrah.

The complications caused by the limitations of the phosphoramidite sequencing reaction are not unique to Slide-seqV2 (Septak 1996; Binkowski et al. 2005; Kosuri and Church 2014). Any technology that depends on oligonucleotides synthesized in this way has the potential for its downstream data to be improved by correcting for these incorporation errors. A few examples include the commercialized version of Slide-seqV2, Curio's “Seeker,” the widely used Drop-seq, and HIVE-seq from Honeycomb Biotechnologies (Macosko et al. 2015; Gierahn et al. 2017; Stickels et al. 2021). Differences in oligonucleotide structure and ground-truth barcode determination will require adaptation of Syrah's correction methods to specific technologies.

While the overall length of the bead-bound Slide-seqV2 capture oligos made them particularly susceptible to suffering “deletions” from failed incorporation of nucleotides at each position, their inclusion of an invariant region of defined sequence substantially supported our efforts to correct for the problem. If the linker had been absent or comprised of random nucleotides, we would not have been able to use alignment relative to the linker to select the proper “reading frame” from which to extract the barcode. Technologies that require direct synthesis of oligonucleotides onto solid supports are constrained by the limitations of the available synthesis chemistries (LeProust et al. 2010; Roy and Caruthers 2013). Those that rely on base-by-base synthesis through the phosphoramidite (or similar) methods will be subject to the same deletion effects we have described here (Septak 1996; LeProust et al. 2010; Kosuri and Church 2014). We suggest that the inclusion of an invariant sequence in the oligo would enable future correction of data produced from these technologies and should be considered a best practice for the design of such tools.

### Limitations of Syrah

Syrah can improve the depth and quality of many spatial transcriptomics datasets, but it cannot overcome certain systematic errors during the handling and preparation of the tissue samples. If the extent of failed incorporations during synthesis is so high that many reads have linker sequences that Syrah cannot recognize (i.e. 6 or more deletions in the 18-base linker), these reads will be unsalvageable. Syrah also cannot rescue reads where nucleases have degraded the transcript beyond the point where it can be mapped. Heavily blurred data produced by dragging the tissue sample across the puck would be of limited value for spatial analysis, although Syrah would be able to deepen it by rescuing discarded reads.

## Conclusion

Syrah improves analysis of spatial transcriptomics data by rescuing lost reads and beads. It is fast and simple to run, operates only on the bead map and barcode/UMI read, and does not require any additional datasets to perform its functions. Syrah maximizes spatial transcriptomics data output by increasing read depth and preventing or correcting erroneous mapping of reads, and this improves biological signal strength and fidelity in downstream analysis.

## Supplementary Material

jkag107_Supplementary_Data

## Data Availability

Planarian data are available at GEO accession GSE289299. Chick data are SRR24325152 from GEO accession GSM7234197. Human data are SRR31095896 from GEO accession GSM8591094. The Curio test dataset is the test data originally provided with the Curio Seeker pipeline and is now mirrored on the Syrah GitHub at https://github.com/0x644BE25/Syrah/raw/refs/heads/main/test_data/example_input_mouse_spleen_1M.tar.gz for convenience. Additional information about datasets is available in Supplementary Table 1. Statistical *P*-value data are available in Supplementary Table 5. Syrah pipeline: The Syrah R library and instructions for installation, use, and troubleshooting are available on GitHub. Project name: Syrah. Project home page: https://github.com/0x644BE25/Syrah. Operating system(s): Platform independent. Programming languages: R. License: GNU GPL. Any restrictions to use by nonacademics: none. Syrah manuscript: The authors affirm that all data necessary for confirming the conclusions of the article are present within the article, figures, and tables. The code used to perform the analyses can be freely accessed below: Project name: Syrah manuscript. Project home page: https://github.com/0x644BE25/Syrah_manuscript. Operating system(s): Platform independent. Programming languages: Bash, R. License: GNU GPL. Any restrictions to use by nonacademics: none. Supplemental material available at G3 online.

# Supplementary material for: Syrah: a pipeline to maximize spatial transcriptomics data output
**Source:** G3 (Bethesda). 2026 May 4;16(7):jkag107. doi: 10.1093/g3journal/jkag107

**a**

Input image

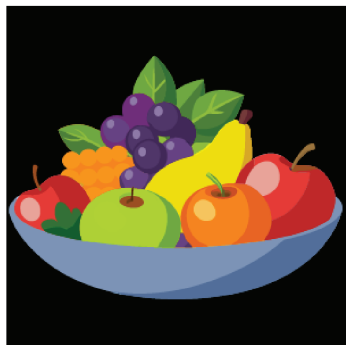

original output

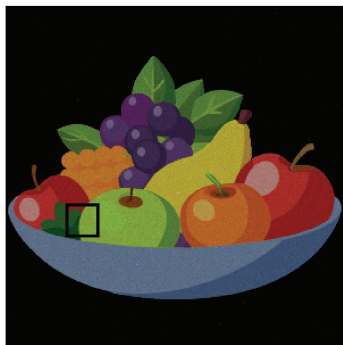

original output

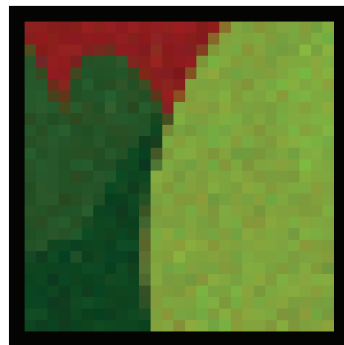

original % error

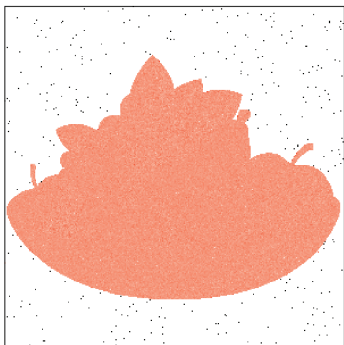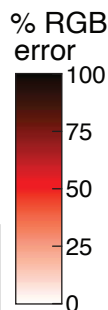

Comparison

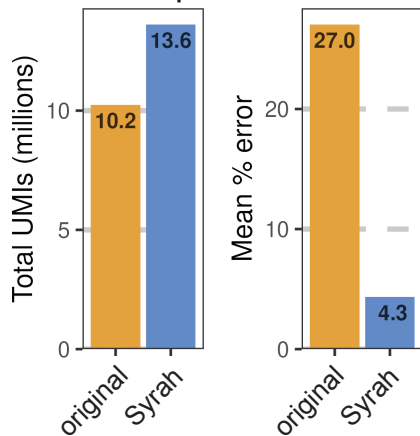

Syrah output

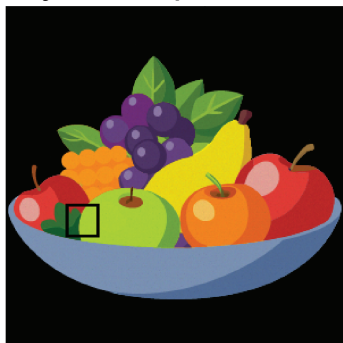

Syrah output

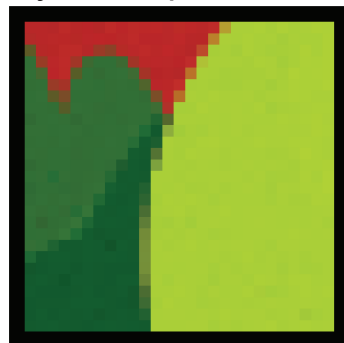

Syrah % error

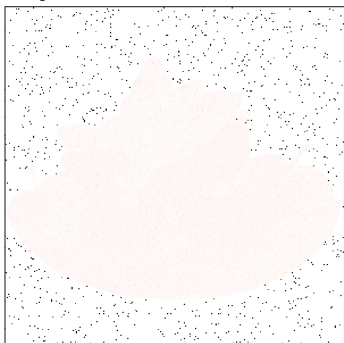**b**

Input image

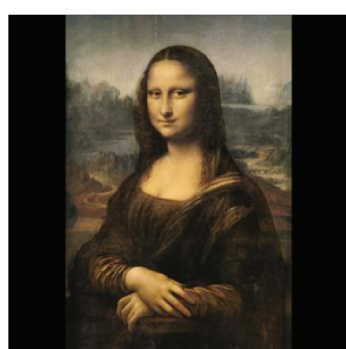

original output

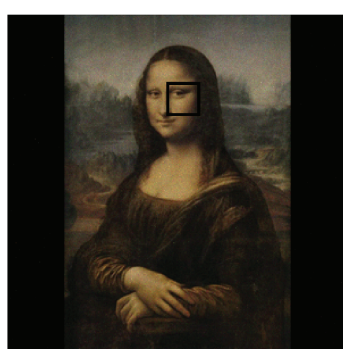

original output

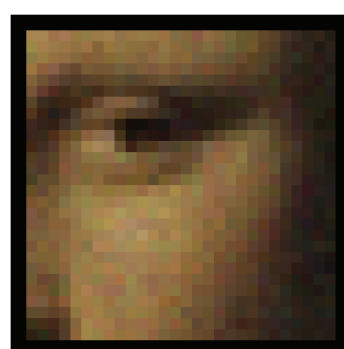

original % error

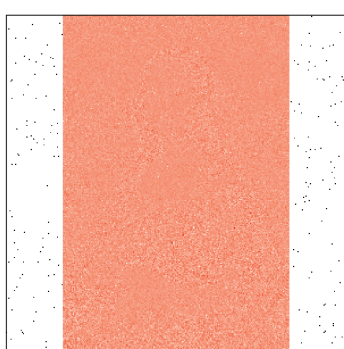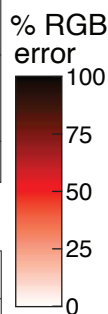

Comparison

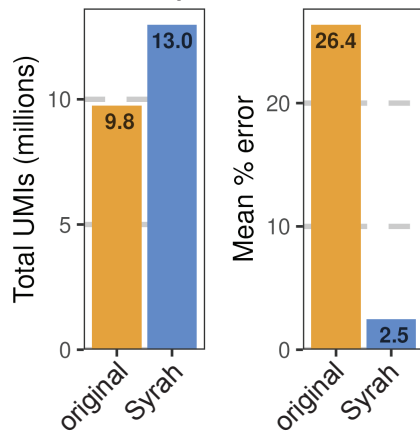

Syrah output

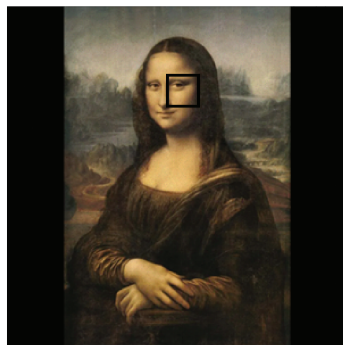

Syrah output

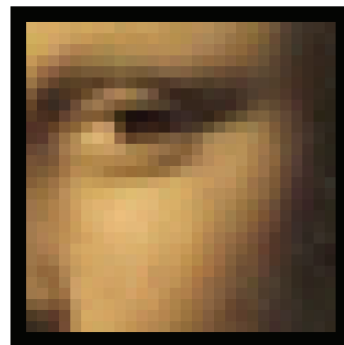

Syrah % error

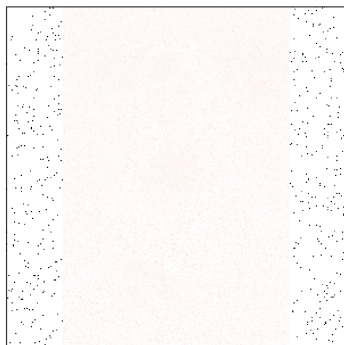

**Supplement:** jkag107_Supplementary_Data

# Supplementary material for: Syrah: a pipeline to maximize spatial transcriptomics data output
**Source:** G3 (Bethesda). 2026 May 4;16(7):jkag107. doi: 10.1093/g3journal/jkag107
**Supplement:** jkag107_Supplementary_Data

## **Figure S1 caption: Read loss during analysis of Drop-seq single-cell versus Slide-seqV2 data.** Comparison of percent of reads remaining at different analysis steps for Drop-seq versus Slide-seqV2 planarian data aligned to the SMED20140616 reference (Tu et al. 2015; Fincher et al. 2018).

**Figure S1 alt test:** Barplots depicting the percent of reads retained at several stages during Drop-seq or Slide-seqV2 data processing, showing a dramatically larger loss during the barcode matching step for Slide-seqV2 data.

**Figure S2 caption:** **Examples of reads rescued by Syrah**. a) These examples depict twelve reads from our planarian dataset and show how each was handled for the original versus Syrah-processed version. Orange bars above reads indicate sequences extracted by original pipeline; orange arrows point to the fates of those reads in the original pipeline. Blue bars below reads indicate sequences extracted by Syrah, arrows point to the fates of those reads. The ID of each read from the sequencing run is shown in the final column. b) Slide embeddings for original (left) and Syrah-processed (right) data, with beads under tissue sections in darker gray. Highlighted beads correspond to reads in part a).

**Figure S2 alt text:** Diagrams showing the results of barcode matching both with and without Syrah processing for 12 reads from the planarian dataset, and comparing their computed locations on the Slide-seq puck. Subfigures are labeled a through c.

**Figure S3 caption:** a) Percent change in total beads (top), UMIs (middle), and genes (bottom) for original versus Syrah-processed data across a variety of Slide-seqV2 and Curio Seeker datasets with various minimum UMIs/bead cutoffs (top x-axis). Bars indicate 95% confidence interval of Poisson rate test; asterisks denote p-value < 0.05. b) Boxplot of PHRED quality scores for mouse reads categorized by location in final data. Horizontal bar indicates median, boxes stretch from first to third quartile, and whiskers indicate smallest/largest non-outlier values. Outliers are included in calculations but omitted from plot for visual clarity. c) Plot of standard deviation of principal components for original versus Syrah-processed mouse data. d) UMAPs of mouse Syrah-processed data colored by clusters generated using default parameters. Left UMAP shows all beads, right UMAP shows beads specific to Syrah-processed data. e) Boxplot of PHRED quality scores for chick reads categorized by location in final data. Horizontal bar indicates median, boxes stretch from first to third quartile, and whiskers indicate smallest/largest non-outlier values. Outliers are included in calculations but omitted from plot for visual clarity. f) Plot of standard deviation of principal components for original versus Syrah-processed chick data. g) UMAPs of chick Syrah-processed data colored by clusters generated using default parameters. Left UMAP shows all beads, right UMAP shows beads specific to Syrah-processed data. h) Boxplot of PHRED quality scores for human reads categorized by location in final data. Horizontal bar indicates median, boxes stretch from first to third quartile, and whiskers indicate smallest/largest non-outlier values. Outliers are included in calculations but omitted from plot for visual clarity. i) Plot of standard deviation of principal components for original versus Syrah-processed human data. j) UMAPs of human Syrah-processed data colored by clusters generated using default parameters. Left UMAP shows all beads, right UMAP shows beads specific to Syrah-processed data.

**Figure S3 alt text:** A variety of plots showing the result of using Syrah on a datasets from a variety of organisms, displaying increases in beads, UMIs, genes, and overall data quality, including downstream analyses for mouse, chick, and human datasets. Subfigures are labeled from a to j.

**Figure S4 caption:** a) Runtime for Syrah’s barcode correction step with various numbers of reads. At low read counts read/write processes dominate and run time is roughly constant. With higher read counts run time scales linearly with the number of reads. b) Average reads processed per minute by Syrah’s correct_barcodes() function across a variety of platforms. Points are individual data, diamonds represent mean values, and error bars show the mean standard error.

**Figure S4 alt text:** Dotplots labeled a and b showing the run time for Syrah’s barcode processing step increasing linearly with millions to hundreds of millions of reads and the number of reads processed per minute in a variety of computational environments.

**Figure S5 caption:** a) Bar plots showing the percent increase in beads (top), UMIs (middle), and genes (bottom) provided by additional sequencing, Syrah processing, or the combination of additional sequencing and Syrah processing across a variety of minimum UMIs/bead cutoffs (top x-axis). Error bars indicate 95% confidence interval of Poisson rate test versus non-Syrah corrected data from a single sequencing run; asterisks denote p-value < 0.05. b) Raw counts of beads (top), UMIs (middle), and genes (bottom) for original or Syrah-processed singly- or doubly-sequenced data across a variety of minimum UMI cutoffs (top x-axis). The color legend applies to both plots.

**Figure S5 alt text:** Barplots comparing singly- and doubly-sequenced data with or without Syrah processing. Subfigures labeled a and b.

**Figure S6 caption:**  a) Bar plots of total beads (top), UMIs (middle), and genes (bottom) for original and Syrah-processed versions of data across various deletion rates (bottom x-axis) and minimum UMIs/bead cutoffs (top x-axis). Asterisks denote Poisson rate test for original versus Syrah-processed data with p-value < 0.05. b) Plots of standard deviation of the first 25 principal components for standard versus Syrah-processed data for a variety of deletion rates.

**Figure S6 alt text:**  Plots showing the results of the in silico experiment using artificially introduced deletions across a variety of deletion rates and UMI cutoffs. Subfigures are labeled a and b.

**Figure S7 caption: Syrah improves quantity and fidelity of synthetic image-based data.** a,b) Two image-based de novo spatial datasets. Top left is starting image data. Bottom left shows total UMIs and mean percent RGB color error for both original and Syrah-processed versions. Center-left column shows slide embedding for original (top) and Syrah-processed (bottom) data colored by individual bead RGB values. Center-right column is detail inset of slide embedding. Right column shows slide embedding of original (top) and Syrah-processed data colored by % RGB error for each bead.

**Figure S7 alt text:** Plots and images showing the results of Syrah processing on image-based datasets generated from images of a bowl of fruit and the painting “Mona Lisa.” Subfigures are labeled a and b.

How the deposited data were processed for this re-analysis (not part of the article)

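The deposited planarian data come from 1 Slide-seqV2 library on 1 puck, sequenced in 2 runs. The authors made UMI counts per gene and bead barcode with the Slide-seqV2 pipeline, once from the original reads and once after correcting Read 1 with Syrah, for the first run and for the data that include the second run. The 4 tables hold whole-number UMI counts without normalization and range from 2461559 to 3364828 UMIs. A separate table gives the position of each barcode, in a unit that it does not state, and the paper's distance limit in micrometres was therefore applied in coordinate units. Which version a table holds was read from its name and checked on the counts, since in the Syrah-processed tables 0 virtually duplicated pairs hold UMIs on both members. The methods give the Broad WARP Slide-seqV2 pipeline v3.1.2 and alignment of the planarian dataset to schMedS3, while the deposited tables name genes by SMED30 identifiers. Every column of UMI counts was used.

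Counts were read with python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Totals of beads, UMIs and genes were compared at minimums of 50 UMIs per bead for Fig. 3a and 10 for Fig. 5a, as ratios with exact conditional 95% Poisson intervals, and shares with exact binomial (Clopper-Pearson) intervals. A gene was counted when it had at least 1 UMI on the beads that passed. With 1 library and no replicates, these intervals cover counting error only, and no p-values were computed from beads. Virtually duplicated barcodes were pairs 1 substitution apart and less than 10 units apart, and chains of such pairs were joined into groups. Decreases and increases of UMIs with Syrah were summed over each gene on each barcode, whereas the design named sums per barcode, and these are given beside them. A barcode was called over tissue when at least 25% of its 50 nearest barcodes held at least 10 UMIs in the original version of the first run. The ratio of Syrah-processed to original UMIs was computed for genes with at least 1000 UMIs in the original version, and its spread over genes was compared with 100 simulations of counting noise.

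Principal components and clusters were computed in R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0, sctransform 0.4.2 and Matrix 1.6.5, with SCTransform, 15 components, default clustering and seed 61687, on beads with at least 50 UMIs. The native estimation of sctransform was used because glmGamPoi was not installed. Mixing of beads was measured over 20 nearest neighbours in the space of the components. Marker genes were compared between beads with and without a UMI of mat2a or piwi-1 as the ratio of the gene's shares of all pooled UMIs, and a gene was counted at a ratio of at least 1.5 with at least 10 UMIs on positive beads. The median ratio of each list was compared with 10000 lists of genes drawn at random. In the original version it was 1.40 for the intestine genes, where the 99th percentile of random lists was 1.21, and 1.18 for the stem cell genes, where it was 1.13.

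Genes were named by a rule set with the design, which took piwi-1, mat2a, the genes of Supplementary Table 3, and the 3 genes with the highest and the 3 with the lowest ratio of Syrah-processed to original UMIs. No table pairs the other identifiers with names, so only 2 identifiers from each end are printed. Alternatives covered the minimum UMIs per bead, beads over tissue, summing of duplicated barcodes, thinning to equal depth, normalization, the number of components and neighbours, the tissue rule and the marker limits. A percentage or a ratio of shares was taken to have moved when it left the 95% interval of the reported value. Counts, differences between components and the spread over genes, which have no interval, were taken to have moved when they changed by more than 1.5 times or changed sign.

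The comparisons were tested on simulated data. Of 200 genes whose ratio of Syrah-processed to original UMIs was set 25% higher or lower by the same factor, 200 were recovered. There were 0 false calls among 69 unchanged genes. In the data, 5% of genes had a ratio below 1.22 and 5% above 1.30, so this simulation does not cover differences as small as those observed. Of 200 genes raised 2 times on marker-positive beads, 190 were recovered, with 4 false calls among 2052 unchanged genes, and the 95% interval held the true ratio for 96% of the raised genes. Of 500 simulated duplicated pairs, 500 were found.

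Quality scores of reads, the human, chick and mouse datasets, run time and the reads behind the tables were not analysed, because the deposited planarian tables do not hold them. Counts of significant marker genes per cluster and paired tests over components were left out because beads and components of 1 dataset are not replicates, and cell type scores were left out because no reference atlas was at hand.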

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

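The values without the barcode made only of T bases were chosen after the result was seen, and no other test in this part was, although the pattern itself was found in the data.

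The barcode TTTTTTTTTTTTTT, which the paper does not discuss, carried 9907 UMIs in the original version of the first run, 0.402% of all UMIs of that version, over 4318 genes, where a count of 0 would allow 3 UMIs. The next highest barcode had 5498 UMIs. After Syrah it carried 6 UMIs, and with the second run it carried 12122 UMIs in the original and 7 in the Syrah-processed version. This barcode belongs to a wider group. The 38 beads whose barcode ends in 6 T bases carried 19683 UMIs in the original version and 2435 after Syrah, and 34 of the 36 with at least 50 UMIs in the original kept under 50% of them. With duplicated barcodes summed, all beads with fewer UMIs after Syrah fell by 63086 UMIs together, and these beads account for 27.3% of that. The single barcode of T bases alone holds a large part of this, and without it the other 37 beads went from 9776 to 2429 UMIs and account for 11.6%. The share of original UMIs kept lay between 97.5% and 99.4% for barcodes with 0 to 6 T bases, without a steady trend, and fell with more T bases, to 94.9% at 7, 88.8% at 8, 69.6% at 9, 34.4% at 10 and 1.64% at 11 or more, or 3.61% at 11 or more without that barcode.

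The counts argue against RNA captured at the places of these barcodes as the source. Of 34 such barcodes, 15 (44.1%, exact binomial 95% interval 27.2% to 62.1%) had original UMIs that resembled the beads around them more than beads at a random place, against 85.2% of beads present in both versions. Reads without a linker, whose poly(T) stretch is read as the second part of the barcode, may be a source, since barcodes ending in 6 T bases kept 12.4% of their UMIs, or 24.8% without the barcode made only of T bases. Barcodes that start with 6 T bases should then have kept theirs like other barcodes, but bead by bead they kept 28.2%, against 98.2% for all others. The 28.2% rests on few beads, since 9 of them had at least 50 UMIs in the original and 5 of these kept under 50%, while the group as a whole held 4363 UMIs in the original and 3621 after Syrah. With so few beads, a shift of the poly(T) stretch into the second part of the barcode cannot be told apart from a loss at T-rich barcodes in general. The reads that would separate them are not in the count tables. The versions come from the same library, so the design gives no biological contrast, and no biological explanation was tested.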

How the results depend on the processing

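The alternatives counted in this part were set before the data were examined, apart from 6 that were chosen after seeing the data. These were duplicated pairs under 15 units, Syrah-only beads with duplicates summed, and beads at a minimum of 1 UMI with duplicates summed. The others were UMIs lower with Syrah with duplicates summed and the second run included, by totals per barcode, and by totals per bead with duplicates summed. The values over tissue at a minimum of 1 UMI, given below beside the paper's values, were also chosen after seeing the data. No test over paired replicates was possible because each version is 1 dataset, and without replicates none can be left out. Over 31 results and their alternatives, 90 values stayed within the limits given in the processing summary, 94 moved and 10 reversed.

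The change in beads with Syrah reversed at a minimum of 1 UMI per bead (-10.5%), and so did the change with both (-5.48%). With duplicates of the original summed the change with Syrah at that minimum was -2.89%. The Syrah version has fewer barcodes with a single UMI, 7880 against 11383 in the original. For beads with Syrah the change was 10.3% at a minimum of 5 UMIs, 15.0% at 10, 19.2% at 25, 21.4% at 50 and 23.1% at 100, and with both it was 14.2% at 5, 23.3% at 25, 25.4% at 50 and 28.0% at 100. For UMIs with Syrah it was 26.5% at 1, 27.2% at 5, 27.5% at 10, 28.1% at 25, 28.6% at 50 and 29.3% at 100. Over tissue it was 30.5% at 50 and 29.8% at 10 UMIs per bead, with duplicates summed 28.2%, and for the pair with the second run 28.1%. For UMIs with both it was 36.7% at 1, 37.4% at 5, 38.5% at 25, 39.3% at 50, 40.6% at 100 and 40.0% over tissue. Additional sequencing changed beads by 7.74% at a minimum of 1 UMI, and UMIs by 8.74% at 50, 9.06% at 100 and 8.09% over tissue. Over tissue at a minimum of 10 UMIs, its change in beads was 2.91%, with an interval that includes 0 (-0.506% to 6.45%). The sign of every change in UMIs held under these alternatives, and so did that of every change in genes, although the intervals for genes with additional sequencing include 0 throughout. The cause of the shifts with the cutoff was not tested.

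The change in genes with Syrah was 0.0484% after thinning to the total of the original, with an interval of -1.87% to 2.00%. It was 7.71% when a gene needed 10 UMIs.

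Duplicated pairs numbered 6922 under 5 units and 1223 at exactly 2 substitutions, and 15496 under 20 and 15493 under 15 units. UMIs lower with Syrah were 3.17% of the original with duplicates summed, 18.9% with the second run and 3.74% with both changes. These compare each gene on each barcode, and by totals they were 18.0% per barcode and 2.56% per bead with duplicates summed.

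The share over tissue follows the rule that defines tissue. For Syrah-only beads it was 98.1% with a limit of 10% of near barcodes, 1.75% with 50%, 73.8% with 20 near barcodes and 75.4% with tissue defined by Syrah. For UMIs with Syrah these were 98.3%, 2.72%, 79.2% and 85.4%, and for UMIs of the original 97.1%, 2.86%, 77.0% and 84.8%. At 50% the order of the versions turned.

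The SD over genes of the log2 ratio was 0.0668 for genes of at least 100 UMIs, where fewer UMIs per gene add counting noise, and 0.0157 on beads with at least 50 UMIs in both versions.

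With LogNormalize the mean difference in the SD of components reversed for Syrah against original in the first run (-0.0141), with the second run (-0.0346) and for Syrah against additional sequencing (-0.00584), and was -0.00827 for additional sequencing against original. On shared beads thinned to equal depth these differences were 0.00776, 0.0259, 0.0519 and -0.0442. Additional sequencing against original, at -0.00241 as reported, reversed on shared beads (0.0612), at a minimum of 100 UMIs (0.0475) and with 25 components (0.00302). Syrah against additional sequencing was 0.0626 on shared beads and 0.0947 at 100 UMIs. The cause of the reversals was not tested. For Syrah against original in the first run, shared beads gave 0.124 as deposited and 0.00776 after thinning. Whether depth accounts for it stays open, since thinning also took additional sequencing against original from 0.0612 to -0.0442 on these beads and left Syrah against additional sequencing at 0.0519.

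The mixing ratio was 1.07 for beads without a UMI in the original and 1.07 with duplicates summed. For Syrah-only beads as reported it was 1.02 at 10 neighbours, with an interval that included 1, and 1.03 at 50, with one that did not. The width of these intervals follows the number of neighbours, so whether they include 1 decides nothing.

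Marker counts are given in the order original, Syrah, additional sequencing, both. Intestine genes at least 25% higher on positive beads numbered 12, 12, 12 and 12, past a ratio of 2 they numbered 2, 1, 2 and 1, over tissue 5, 5, 5 and 5, on beads thinned to 50 UMIs 1, 2, 2 and 3, and by the share of beads with a UMI 13, 13, 13 and 13. Stem cell genes at least 25% higher numbered 9, 8, 9 and 8, past 2 they numbered 1, 0, 1 and 0, thinned 4, 3, 4 and 2, and by the share of beads 16, 16, 16 and 16. The higher intestine count with Syrah was absent at 25% higher, at a ratio of 2, over tissue and by the share of beads. The cause was not tested, and the share of beads rises with depth, which differs between positive and negative beads.

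Depth limits which genes are counted, since 926 of the 1064 genes found only with Syrah had 1 UMI.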

Differences from the paper's values

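The settings combined with a minimum of 1 UMI per bead were chosen after the result was seen, and no other test in this part was.

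For the change with Syrah at a minimum of 50 UMIs per bead, the paper's values are 36.6% for beads, 38.7% for UMIs and 2.43% for genes, and the deposited counts gave 21.4%, 28.6% and 5.03%. At a minimum of 10 UMIs per bead (Fig. 5a), the paper's values for Syrah are 41% for beads and 39% for UMIs, against 15.0% and 27.5%. For additional sequencing the paper's values are 11.7% for beads, 21.7% for UMIs and 4.15% for genes, against 4.81%, 8.53% and 1.14%. For both, the paper's values are 52.6% for beads and 66.6% for UMIs, against 18.5% and 37.8%. None of the alternatives set before the data were examined brought any of these values to within the limits used here, neither the other minimums of UMIs per bead nor beads over tissue, summed duplicates, the pair with the second run, thinning or more UMIs per gene where they were run. The paper's gene changes for Syrah and for both in Fig. 5a did not differ by these limits.

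At a minimum of 1 UMI per bead, the paper's values for Syrah are 57.2% for beads, 39.6% for UMIs and 2.39% for genes (Supplementary Table 5), and the deposited counts gave -10.5%, 26.5% and 4.60%. No alternative was set for this cutoff. Settings combined with it after seeing the values gave -2.89% for beads with duplicates summed, and over tissue -8.42% for beads, 29.3% for UMIs and 5.10% for genes, none of which reaches the paper's value.

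On beads with at least 50 UMIs, the paper's totals for the original are 1350298 UMIs and 13473 genes, against 2273121 and 20648 in the deposited counts. For the Syrah-processed version the paper's totals are 1872772 UMIs and 13800 genes, against 2923376 and 21687. The paper's numbers of beads are 5096 for the original and 6963 for the Syrah-processed version, against 7007 and 8503. The deposited counts thus hold more beads in each version, although the limit for counts given in the processing summary does not mark these as different. The paper's text gives 35 M UMIs for the first round of sequencing, and the deposited original version holds 2.46 M. The paper's own total on beads with at least 50 UMIs, 1350298 for the original, is also far below 35 M. The 35 M therefore decides nothing about whether the deposited counts are those behind the paper's values. No alternative was set for these totals. These UMI and gene totals, taken at the same minimum of UMIs per bead, argue against the deposited counts being those behind the paper's values. The deposited counts also name genes by SMED30 identifiers, while the methods name schMedS3. Whether the reference accounts for the differences was not tested.

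For the mean difference in the standard deviation of principal components, the paper's values are 0.0602 for Syrah against original in the first run, 0.0909 with the second run, 0.0235 for additional sequencing against original and 0.0368 for Syrah against additional sequencing. The deposited counts gave 0.164, 0.187, -0.00241 and 0.166 over 15 components. Fig. 5b shows 25 components, and over 25 the deposited counts gave 0.118, 0.135, 0.00302 and 0.115, nearer to the paper's values. Shared beads thinned to equal depth gave 0.0519 for Syrah against additional sequencing, within the paper's error, which is the 95% interval of its paired test. LogNormalize, shared beads, a minimum of 100 UMIs and 25 components stayed outside it for that comparison, and for the other comparisons every alternative did.

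For intestine markers of the original version the paper's count is 9, against 5. The paper's counts are from significance tests with beads as replicates, and those here are from a size limit without a test. A limit of 25% higher on positive beads gave 12 and the share of beads with a UMI gave 13, both within 1.5 times of the paper's count, and the other alternatives did not. For stem cell markers the paper's counts are 9 in the original and 12 in the Syrah-processed version, against 5 and 6. A limit of 25% higher on positive beads gave 9 and 8, both within 1.5 times, and the share of beads gave 16 in each, within 1.5 times for the Syrah-processed version alone, and the remaining alternatives did not.

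The paper's values place the gain in genes from additional sequencing above that from Syrah, and in the deposited counts the order was the other way, 1.14% against 4.80%, with overlapping intervals. The paper states that the advantage of Syrah over additional sequencing holds across cutoffs, and the deposited counts gave the same order for beads at minimums of 5, 10, 25, 50 and 100 UMIs and the opposite order at 1.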

Other observations

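The tests of random deletions, of duplicated barcodes, of too few reads by the UMIs after Syrah, of wrongly called bases on the puck and of beads that lose every UMI were chosen after the result was seen.

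The gain in UMIs sat mostly on beads that the original version lacked almost entirely, which the paper does not report. Of the beads with at least 50 UMIs after Syrah, 1295 held under 10% as many in the original version, called recovered beads here. Random deletions in single molecules, alike on every bead, would lower all beads together, and in 100 simulations with the overall loss 0 beads fell under 10%, the lowest simulated share being 53.8%. Wrong matches that spread reads over the puck would make these beads resemble no place, yet 83.3% resembled the beads around them more than beads at a random place, close to the 85.4% of beads present in both versions. They lay over tissue in 66.6% of cases, against 69.3%. UMIs moved from the other barcode of a duplicated pair account for part of the pattern. By barcode as deposited, 2245 barcodes with at least 50 UMIs after Syrah held under 10% in the original, and 57.7% of these stayed under 10% once duplicates were summed. For the 1295 beads this explanation is excluded partly by construction, since they were counted after summing, and for the remaining barcodes it holds. Too few reads of these beads in the first run is excluded, since Syrah works on the same reads and gave these beads a median of 193 UMIs, against 191 for beads that held 50% or more in the original. These beads were chosen with at least 50 UMIs after Syrah, so the test does not cover smaller ones. The test first set for this, that with the second run they would pass 10%, decides nothing. 99.6% of them stayed under 10%, but the second run added 8.58% to the UMIs of the original version and the median bead started at 0.196%. A base of the bead barcode called wrongly on the puck may be a source, and this stays open. Of beads with duplicated barcodes 17.1% were recovered, and of beads with a single barcode 14.6%, which is the opposite of the direction set for the test. In the 348 recovered beads with duplicated barcodes, the listed barcodes together held under 10% in the original. The explanation cannot be told apart from others here, because the true barcodes of these beads are not known. Deletions shared by all copies of a bead's barcode, from bead synthesis, were not tested. The design gives no biological contrast between versions.

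Many barcodes lost every UMI. With duplicates summed, 6191 beads had UMIs in the original and none after Syrah, 65.0% of them with 1 UMI, and 17.4% of them lay over tissue. They held 21309 UMIs, 81.1% of these on the 2165 beads with more than 1 UMI. Single reads matched by chance, at the same rate for every barcode, are excluded for the 225 beads with at least 10 UMIs. These beads held 53.1% of these UMIs. With all 21309 UMIs placed with equal chance on every bead without a UMI after Syrah, 0 beads reached 10 UMIs in 100 simulations. Chance matches at rates that differ between barcodes were not simulated, so they stay open for the 225 beads. For the beads with fewer than 10 UMIs the explanation stays open. Of these 17.2% lay over tissue, and of all beads without a UMI after Syrah 17.2% as well, but that comparison was taken up after 25.1% of all joined beads, the first comparison, did not match, and these beads are part of the group they are compared with.

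The ratio of Syrah-processed to original UMIs varied little between genes, with 5% of the 269 genes below 1.22 and 5% above 1.30, but the SD of its log2 was 0.0297, above the highest of 100 simulations of counting noise (0.0166). The make-up of beads that held under 10% or no UMIs in the original does not account for all of this. Without these 6165 beads, which include the recovered beads and others with fewer than 50 UMIs after Syrah, the SD was 0.0240 and the highest simulation 0.0128. Without the barcodes that end in 6 T bases as well, it was 0.0206. The highest ratios were those of SMED30034819 (1.35) and SMED30007522 (1.34), and the lowest those of SMED30005552 (1.13) and SMED30025388 (1.18). For piwi-1 the ratio was 1.28 (1398 and 1784 UMIs) and for mat2a 1.27 (799 and 1011 UMIs).

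The paper describes the location of gained reads and beads for the human dataset. In the planarian data, 74.0% of the UMIs of the original version and 75.6% of those of the Syrah-processed version lay over tissue as defined in the processing summary. Of the Syrah-only beads, which pass 50 UMIs only after Syrah, 65.3% lay over tissue (exact binomial 95% interval 63.4% to 67.1%), against 69.4% of beads that pass in both versions, 59.4% of the 1076 beads that pass in the original alone, and 24.7% of all barcodes. These shares and the gap between them follow the rule that defines tissue. With 20 near barcodes the shares were 73.8% and 73.9%, with a limit of 10% of near barcodes 98.1% and 98.7%, with 50% 1.75% and 2.31%, and with tissue defined by Syrah 75.4% and 81.7%, for Syrah-only beads and beads that pass in both versions, respectively. For beads that pass in the original alone they were 64.7%, 92.7%, 1.39% and 74.3%. These shares count each barcode as deposited. With duplicated barcodes of the original summed, 6983 beads passed in the original and 6846 of them also passed after Syrah. Few beads then passed in the original alone, so the 1076 are not a measure of beads that Syrah drops.

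In the paper's simulation with deletions, the paper's number of UMIs after Syrah is 474129 without deletions, 476349 at a deletion rate of 0.1%, 482939 at 0.5%, 481328 at 1%, 458631 at 1.5% and 410844 at 2%.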
